# Generation of pancreatic progenitors from human pluripotent stem cells by small molecules

**DOI:** 10.1016/j.stemcr.2021.07.021

**Published:** 2021-08-26

**Authors:** Yuqian Jiang, Chuanxin Chen, Lauren N. Randolph, Songtao Ye, Xin Zhang, Xiaoping Bao, Xiaojun Lance Lian

**Keywords:** human pluripotent stem cells, Wnt signaling, definitive endoderm, pancreatic progenitors, pancreatic β cells, BMP signaling, small molecule differentiation, type 1 diabetes, induced pluripotent stem cells

## Abstract

Human pluripotent stem cell (hPSC)-derived pancreatic progenitors (PPs) provide promising cell therapies for type 1 diabetes. Current PP differentiation requires a high amount of Activin A during the definitive endoderm (DE) stage, making it economically difficult for commercial ventures. Here we identify a dose-dependent role for Wnt signaling in controlling DE differentiation without Activin A. While high-level Wnt activation induces mesodermal formation, low-level Wnt activation by a small-molecule inhibitor of glycogen synthase kinase 3 is sufficient for DE differentiation, yielding SOX17^+^FOXA2^+^ DE cells. BMP inhibition further enhances this DE differentiation, generating over 87% DE cells. These DE cells could be further differentiated into PPs and functional β cells. RNA-sequencing analysis of PP differentiation from hPSCs revealed expected transcriptome dynamics and new gene regulators during our small-molecule PP differentiation protocol. Overall, we established a robust growth-factor-free protocol for generating DE and PP cells, facilitating scalable production of pancreatic cells for regenerative applications.

## Highlights

• Differential activation of the Wnt pathway in hPSCs leads to mesoderm or endoderm fate
• BMP signaling inhibition enhances CHIR99021-induced DE differentiation from hPSCs
• Small-molecule DE cells can further become pancreatic progenitors and β cells
• RNA-seq of small-molecule differentiation revealed expected transcriptome changes

## Introduction

Human pluripotent stem cells (hPSCs), including human embryonic stem cells (hESCs) (Thomson et al., 1998) and human induced pluripotent stem cells (iPSCs) (Takahashi and Yamanaka, 2006; Yu et al., 2007), can proliferate virtually indefinitely while maintaining the capacity to differentiate to a broad diversity of cell types. Because of these two unique properties, hPSCs are widely used as an *in vitro* model to study human development (Murry and Keller, 2008) and appreciatory cell sources for cell-based therapies (Randolph et al., 2017).

During human embryonic development, epiblast cells undergo the epithelial-mesenchymal transition to generate mesendoderm cells (Shook and Keller, 2003), which then give rise to the mesoderm or endoderm. This temporal and spatial determination of cell fate from epiblast cells depends on signaling cues in the surrounding environment, such as ligands from fibroblast growth factor (FGF) (Yu et al., 2011); the transforming growth factor (TGF)-β superfamily, including Activin/Nodal signaling and bone morphogenetic protein (BMP) signaling (Laflamme et al., 2007); and Wnt signaling (Lian et al., 2012). For example, in *Xenopus*, presumptive ectoderm can be re-specified into either mesoderm or endoderm by *Nodal* expression (Schier, 2003; Whitman, 2001). Similarly, during murine development, *Nodal* mutant embryos fail to form the mesendoderm and primitive streak (Conlon et al., 1994; Zhou et al., 1993). Using a hPSC differentiation model, researchers discovered that definitive endoderm (DE) differentiation of hPSCs is induced by high-dose Activin A treatment for multiple days (D'Amour et al., 2005; Xu et al., 2011).

In addition to the central role of Activin/Nodal signaling in endoderm differentiation, there is accumulating evidence that Wnt signaling plays a critical role in endoderm development. For instance, *Wnt3a* mutant mouse embryos lack the ability to form the primitive streak structure and also lack *Nodal* expression (Liu et al., 1999). Therefore, it is speculated that Wnt activation could induce *Nodal* expression. Indeed, NODAL expression in differentiated cells was reported upon activation of Wnt signaling in hPSCs (Lian et al., 2012). Because Wnt signaling is important in both mesoderm and endoderm development, it is unclear how pluripotent cells interpret Wnt signaling in two opposing ways: promoting mesoderm or endoderm differentiation. Here we systematically investigate Wnt signaling activity during hPSC differentiation and discover a dose-dependent Wnt signaling mechanism that controls mesoderm or endoderm specification. While high-level activation of the Wnt pathway induces mesoderm formation (Lian et al., 2012), low-level Wnt activation is sufficient to drive multiple hPSC lines to differentiate into DE cells, in part by directly inducing NODAL expression. Furthermore, we demonstrate that Wnt activation coupled with inhibition of BMP signaling further enhances DE differentiation, yielding over 85% SOX17^+^FOXA2^+^ DE cells in 4 days. These DE cells could be further differentiated into pancreatic progenitors (PPs) and β cells in the absence of growth factors. Our approach eliminates the growth factor requirement to produce DE cells and PPs, which could further be differentiated into functional β cells.

## Results

### Differential activation of Wnt pathway leads to distinct cell fates in hPSCs

To probe how the differentiation trajectories can be affected by differential activation of the canonical Wnt pathway, we treated a *SOX17-mCherry* knockin H9 line (Ng et al., 2016) with a glycogen synthase kinase 3 (GSK3) inhibitor, CHIR99021 (CH), at different concentrations in RPMI medium for 24 h (Figure 1A). We noticed that CH at the highest concentration was toxic to hPSCs, thus causing massive cell death. Cells treated with CH at a very low concentration (<2 μM) also underwent apoptosis because of insufficient differentiation of hPSCs in RPMI. For example, for the H9 cells, only cells treated with 2–5 μM CH survived after 24-h CH treatment (Figure 1A). To investigate whether these CH-treated cells show distinct differential potential, we continued culturing the cells as in our GiWi protocol (Lian et al., 2012), that is, in RPMI with B-27 minus insulin supplement for 2 days, then with treatment with a Wnt inhibitor (Wnt-C59) for 2 days, followed by culture in RPMI with B-27 supplement for another 8 days (Figures 1B–1F and S1). Interestingly, during differentiation, whereas many mCherry^+^ cells were observed in the 3 μM CH treatment condition, few mCherry^+^ cells were generated in the 5 μM CH treatment condition (Figures 1B and S1). Furthermore, 3 μM CH treatment-induced cells retained mCherry expression on day 9 of differentiation, whereas most of the cells in the 4 or 5 μM CH treatment lost mCherry expression after day 7 (Figure S1), indicating that cells treated with different CH concentrations may vary in their differentiation trajectories. To quantify the percentage of SOX17^+^ cells upon CH treatment, we performed flow cytometry analysis of mCherry expression with cells from day 1 to day 4. It turned out that the maximum percentage of mCherry^+^ cells was achieved with 3 μM CH treatment (Figure 1C). The maximum number of cells was achieved with 2–3 μM CH treatment (Figures 1C and S1B). Eventually, while 5 μM CH treatment-derived cells robustly yielded cardiomyocytes, 3 μM CH treatment-derived cells produced few cTNT^+^ cardiomyocytes as shown by cTNT immunostaining (Figure 1D). Flow cytometry analysis of day 13 differentiated cells revealed that 67.6% ± 3.9% of cTNT^+^ cells were generated under 5 μM CH treatment. However, 3 μM CH treatment produced only 6.8% ± 2.1% cTNT^+^ cardiomyocytes (p < 0.0001, t test, 3 versus 5 μM) (Figure 1E). In addition, spontaneous contracting cardiomyocytes were observed in the 5 μM CH treatment condition (Video S1). These results indicate that CH treatment at a high dose leads to mesodermal cells with low SOX17 expression and further robust cardiomyocyte differentiation, whereas CH at a lower dose can induce hPSCs to become endodermal populations with high SOX17 expression (Figure 1F). To understand whether other hPSC lines show a similar dose-dependent differentiation pattern, we treated wild-type H9 and H1 cells with CH at different concentrations. On day 4 of differentiation, cells were collected and analyzed for SOX17 expression by flow cytometry. As expected, for H9 and H1 cells, the maximum percentage of SOX17^+^ cells was obtained with 2 or 3 μM CH treatment, consistent with the trend observed in *SOX17-mCherry* H9 cells (Figures 1G and 1H). To study the kinetic patterns of SOX17 expression during CH-induced endoderm differentiation, we treated RUES2_GLR reporter cells, which contain a *SOX17-tdTomato* knockin cassette, with 3 μM CH in RPMI and then cultured the cells in RPMI plus B-27 minus insulin supplement. Time-lapse imaging was performed from day 2 to day 3 of differentiation (Figure 1I, Video S2). SOX17-tdTomato expression was observed at 60 h of differentiation. Together, these results demonstrate that hPSCs can be differentiated to distinct cell fates by different levels of Wnt signaling activation.

**Figure 1:**
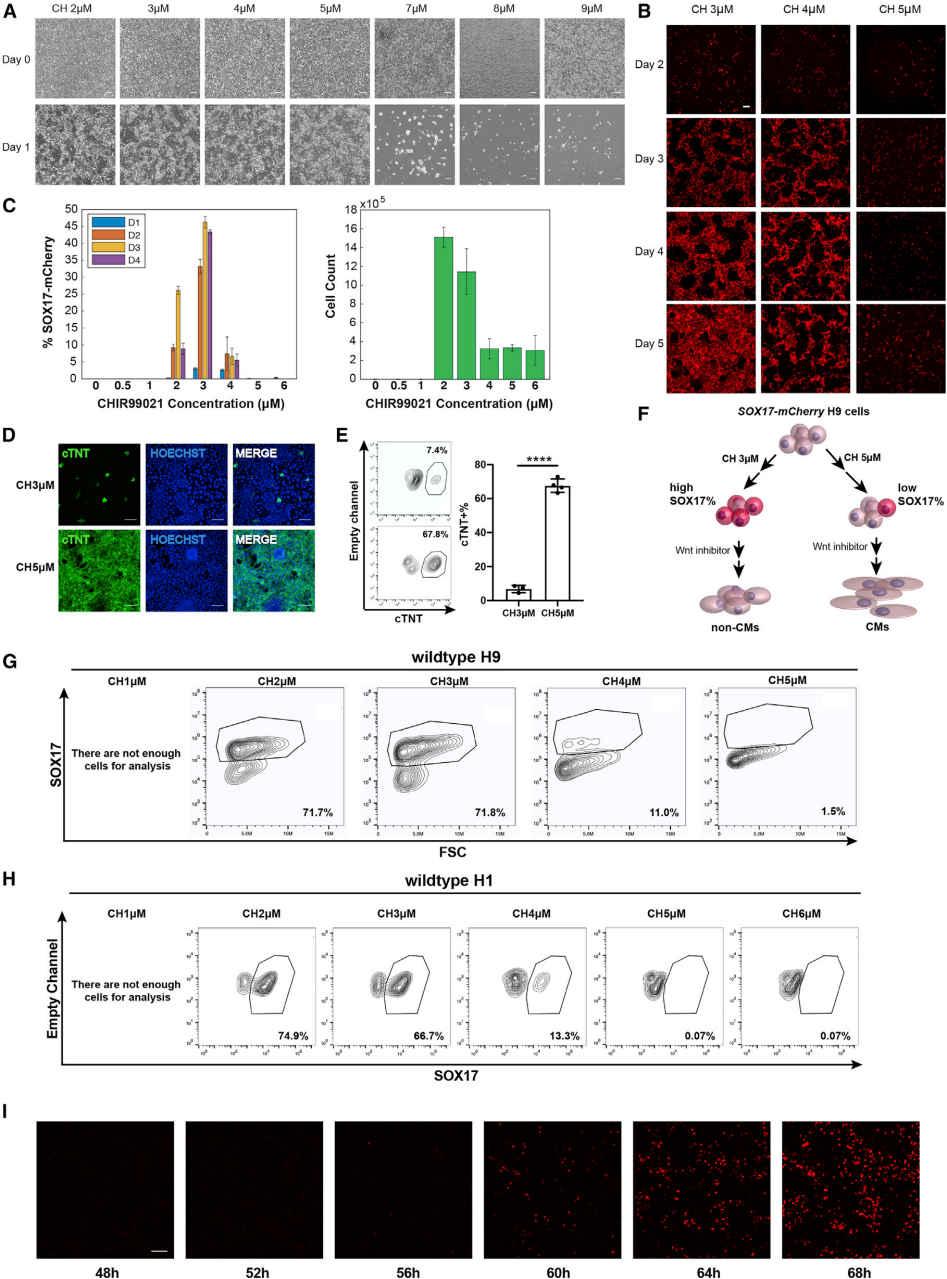
Activation of Wnt pathway to different levels leads to distinct cell fates in hPSCs On day 0, *SOX17-mCherry* knockin H9 cells were treated with CH at different concentrations in RPMI medium for 24 h and then cultured in RPMI plus B-27 minus insulin supplement for another 48 h without CH. On day 3, cells were treated with 2 μM Wnt inhibitor C59 for 48 h and then the medium was changed to the RPMI plus B-27 supplement. (A) Representative bright-field images were taken on day 0 and day 1. Scale bar, 100 μm. (B) Representative mCherry images of cells treated with CH at 3, 4, or 5 μM were taken from day 2 to day 5. Scale bar, 100 μm. (C) Flow cytometry analysis of mCherry expression and number of cells in *SOX17-mCherry* H9 cells from day 1 to day 4. Error bars represent SEM of three independent replicates. (D and E) *SOX17-mCherry* knockin H9 cells treated with CH at 3 or 5 μM on day 0 were analyzed on day 13 for cTNT expression by immunostaining (D) or flow cytometry (E). Scale bar, 100 μm. Error bars represent the SD of three or four independent experiments. ^∗∗∗∗^p < 0.0001, 3 μM CH versus 5 μM CH; Student's t test. (F) Diagram summarizing that *SOX17-mCherry* knockin H9 cells treated with 3 μM CH had high percentage of SOX17-expressing cells and became non-cardiomyocytes (CMs), while 5 μM CH induced low SOX17 expression and CM cell fate. (G and H) Unmodified H9 cells (G) or H1 cells (H) were treated with CH at different concentrations similar to the cells in (D). On day 4, the cells were collected for flow cytometry against SOX17. (I) RUES2_GLR cells (*SOX17-tdTomato*) were treated with 3 μM CH in RPMI for 24 h and then cultured in RPMI with B-27 minus insulin supplement. Time-lapse imaging was performed from day 2 to day 3 of differentiation. Representative images were shown at indicated time points. Scale bar, 100 μm. See also Figures S1 and S2 and Videos S1 and S2.

Video S1. Sox17-mCherry H9 cells were treated with 5 μM CH in RPMI for 24 h and then cultured in RPMI plus B-27 minus insulin supplement for 2 days On day 3, the cells were treated with 2 μM Wnt-C59 for 2 days, followed by medium change to RPMI plus B-27 supplement from day 5. Video of beating cardiomyocytes was taken on day 9.

Video S2. RUES2_GLR cells (SOX17-tdTomato) were treated with 3 μM CH in RPMI for 24 h and then cultured in RPMI with B-27 minus insulin supplement Time-lapse imaging was performed from day 2 to day 3 of differentiation.

### CH-induced DE differentiation is dependent on the low activity of insulin signaling

Recently, Li et al. reported a 3-day DE differentiation protocol using both Activin A and CH (Li et al., 2019). Specifically, they demonstrated that both Activin A and CH were required for DE differentiation since no SOX17^+^ cells were generated via CH treatment alone. To determine why CH alone induced SOX17 expression in our protocol, we compared our culture medium with the Li et al. culture medium (Li et al., 2019). While we used RPMI (without B-27 minus insulin supplement for 24 h and with for 3 days) as our basal medium, Li et al. used Advanced RPMI as their basal medium. Whereas RPMI has no insulin, Advanced RPMI contains 10 mg/L insulin. Multiple previous studies have pointed out the role of insulin in supporting self-renewal and pluripotency and in antagonizing mesendodermal differentiation (Anderson et al., 2017; Freund et al., 2008; McLean et al., 2007; Wang et al., 2007; Yu and Cui, 2016). In 2007, McLean and colleagues demonstrated that two conditions were required for DE generation: signaling by Activin/Nodal family members and exclusion of inhibitory signaling generated by PI3K through insulin/IGF (McLean et al., 2007). To further investigate whether this is the reason for DE abolishment with CH alone in Advanced RPMI media as reported by Li et al., we treated *OCT4-GFP* H1 cells with CH and added 10 mg/L insulin at different times in insulin-free RPMI medium (Figure S2A). Insulin treatment throughout the entire differentiation process greatly restricted hPSCs from exiting pluripotency (Figure S2B). Under this condition, around 22% of the cells retained OCT4 expression, significantly higher than no insulin treatment (22.6% ± 7.3% versus 0.8% ± 0.2%, p < 0.001) (Figure S2C), and the fewest FOXA2^+^ (8.71%–10.3%) and SOX17^+^ (9.45%–12.2%) cells were generated (Figure S2C). Cells with no insulin treatment yielded 49.7%–51.7% SOX17^+^ and 48.7%–55.3% FOXA2^+^ cells, and 0.6%–1% OCT4^+^ cells. Our result was consistent with those of the Li et al. paper, in which they demonstrated that JNK-JUN signaling, which can be activated by insulin, functioned as a barrier to pluripotency exit (Li et al., 2019). In addition, unlike cells treated with insulin for 4 days, cells treated with insulin at a late stage of differentiation (e.g., from day 3 to day 4) did not show a statistically significant difference from the no-insulin-treated cells in GFP, FOXA2, or SOX17 expression, indicating that hPSCs in the first 2 days of differentiation are more sensitive to insulin treatment than during the late stage of differentiation (Figures S2B and S2C). This provides additional evidence that early stages of hPSC differentiation are of vital importance for pluripotency exit and lineage specification.

### Inhibition of BMP signaling enhances CH-induced DE differentiation from hPSCs

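The 19-9-11 line is a human induced pluripotent stem cell line. CHIR99021 (CH) inhibits glycogen synthase kinase 3 and so activates the canonical Wnt pathway. Cells were treated with 6 μM CH in RPMI, and 8 samples were collected at 0, 3, 6, 9, 12, 15, 18 and 21 h. The 0 h sample was collected before CH was added, and no sample was kept in RPMI without CH, so the addition of CH and the change of medium cannot be told apart. Each time point had 1 library, so no difference between time points has a replicate check. PolyA RNA was sequenced, and for each gene the authors deposited the number of reads on its RefSeq transcripts and the RPKM (reads scaled to transcript length and to all reads on genes). Between 20810915 and 44578142 reads per library were mapped, with a median of 32537378.5. Of these, 15103032 to 32304954 reads were counted on genes, which was between 69.1% and 72.6% of the mapped reads. The libraries of 0 to 9 h were deeper (29138136 reads on genes on average) than those of 12 to 21 h (18457276 on average), so depth and time are not independent. The most counted gene was RNA45S5 at 12, 15 and 21 h (2.35%, 2.30% and 3.68% of reads). It was EEF1A1 in the other libraries, 18 h included. Whether this difference affects trends with time was not tested separately. Ratios between 2 libraries are given with 95% intervals from their reads (exact conditional binomial, Clopper-Pearson). These are scaled to all reads on genes and were not recomputed under other scalings. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Trends with time were tested over all 8 libraries with edgeR's quasi-likelihood test, with time in hours as a linear covariate and TMM normalization, for the 17087 genes with at least 10 reads in at least 1 library.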

To understand the mechanism underlying CH-induced DE differentiation, we collected hPSCs treated with CH within 24 h for bulk RNA-sequencing (RNA-seq) analysis. Several TGF-β signaling ligands, including *NODAL*, *TGFB3*, and *TGFB2*, were significantly upregulated upon CH treatment, indicating that CH-treated cells produced endogenous Nodal/TGF-β signaling ligands, which may play critical roles in DE differentiation (Figures 2A, S3A, and S3B, Table S1). This finding is consistent with previous publications (Funa et al., 2015; Kozmikova and Kozmik, 2020; Lian et al., 2012). 

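The values behind Figure 2A were re-derived from the deposited reads and RPKM of each library. NODAL (NM_018055 in the files) lies on chromosome 10 from 70431936 to 70447951 in GRCh38 (GENCODE v44 annotation), on the minus strand, with 3 exons. The authors mapped their reads to hg19, and the files give no coordinates. NODAL had 2224 reads at 0 h and between 4065 and 9842 reads in the 7 treated libraries. Its RPKM was 40.6 at 0 h, 107 at 3 h, 96.2 at 6 h, 146 at 9 h, 129.0 at 12 h, 121 at 15 h, 145 at 18 h and 122 at 21 h. Relative to 0 h, NODAL was 2.63-fold higher at 3 h (95% interval 2.51 to 2.77) and 3.01-fold higher at 21 h (2.86 to 3.16). All 7 intervals lay above 1. The ratio was smallest at 6 h (2.37) and largest at 9 h (interval 3.44 to 3.77). An exact permutation test of 1 library against 7 cannot give a two-sided p-value below 0.25, so no p-value is given for the step from 0 h. Over all 8 libraries, the slope of NODAL was 0.039 log2 units per h (standard error 0.019, adjusted p = 0.175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out the 0 h library moved this result most, to a slope of 0.0052 for NODAL (adjusted p = 0.757, edgeR). With log2(time + 3 h) in place of time, the adjusted p of NODAL was 0.036, the only value under the threshold. Across the other alternatives that kept all 8 libraries, it was between 0.058 and 0.518.
TGFB3 (NM_003239) lies on chromosome 14 from 75958097 to 75983011 in the same annotation, on the minus strand, with 7 exons. It had 5 reads at 0 h and between 4 and 22 reads in each treated library. Its RPKM was 0.055 at 0 h and 0.325 at 21 h, a ratio of 5.91 (95% interval 2.19 to 20.0). The intervals lay above 1 at 6, 15 and 21 h and included 1 at the other 4 time points. At 18 h the ratio of TGFB3 was 1.06 from RPKM and 0.939 from TMM-normalized counts, so its direction there depended on the scaling. The slope of TGFB3 was 0.052 log2 units per h (standard error 0.0495, adjusted p = 0.496 from the same test). TGFB2 (2 RefSeq transcripts) lies on chromosome 1 from 218345336 to 218444619, on the plus strand, with 7 exons in its main transcript. It had 7 reads at 0 h and between 9 and 39 reads in each treated library. Its RPKM was 0.046 at 0 h and 0.187 at 21 h, a ratio of 4.03 (95% interval 1.65 to 11.2). The intervals lay above 1 at 5 of the 7 treated time points and included 1 at 6 and 15 h. The slope of TGFB2 was 0.029 log2 units per h (standard error 0.040, adjusted p = 0.643 from the same test), and without the 0 h library it was -0.0053.
The correlation of RPKM with time was tested over all pairings of the 8 libraries (exact permutation test, two-sided, with Benjamini-Hochberg adjustment over the 6 genes of Figure 2A). Pearson's r was 0.702 for NODAL (p = 0.039, adjusted p = 0.078), 0.455 for TGFB3 (p = 0.255, adjusted p = 0.255) and 0.455 for TGFB2 (p = 0.255, adjusted p = 0.255), from the exact permutation test. Spearman's rho was 0.619 for NODAL (p = 0.115, adjusted p = 0.172), 0.381 for TGFB3 (p = 0.360, adjusted p = 0.360) and 0.500 for TGFB2 (p = 0.216, adjusted p = 0.259), from the exact permutation test. Without the 0 h and 21 h libraries, r was 0.660 for NODAL, -0.062 for TGFB3 and -0.064 for TGFB2, so the positive relation of TGFB3 and of TGFB2 rests on those libraries.

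**Figure D1:**
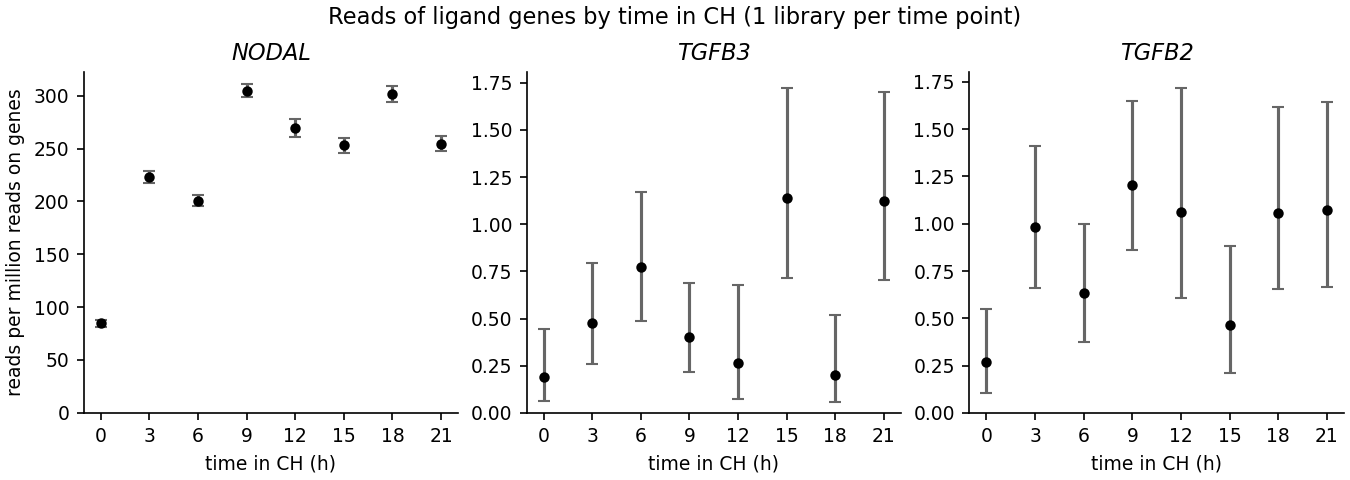
RPM (reads scaled to the library's reads on genes) of NODAL, TGFB3 and TGFB2 (vertical axes, each from 0) against time in CH in hours (horizontal axes). Points are single libraries and bars are 95% binomial intervals (Clopper-Pearson). NODAL rises from 84.6 at 0 h to 223 at 3 h, while the 7 treated values of TGFB3 lie between 0.202 and 1.14 with wide bars.

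From the higher transcript levels of NODAL, TGFB3 and TGFB2 after CH was added, the paper concludes that CH-treated cells produced endogenous Nodal/TGF-β ligands, and it proposes that these ligands may act in DE differentiation.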

Activation of β-catenin via CH treatment promoted a sustained increase in NODAL levels and SMAD2 phosphorylation. In addition, CH treatment along with SB431542, which is an inhibitor of ALK5, ALK4, and ALK7, reduced SMAD2 phosphorylation (Funa et al., 2015; Kozmikova and Kozmik, 2020; Lian et al., 2012). These results provided evidence of the cross talk between canonical Wnt signaling and Nodal/TGF-β signaling.

**Figure 2:**
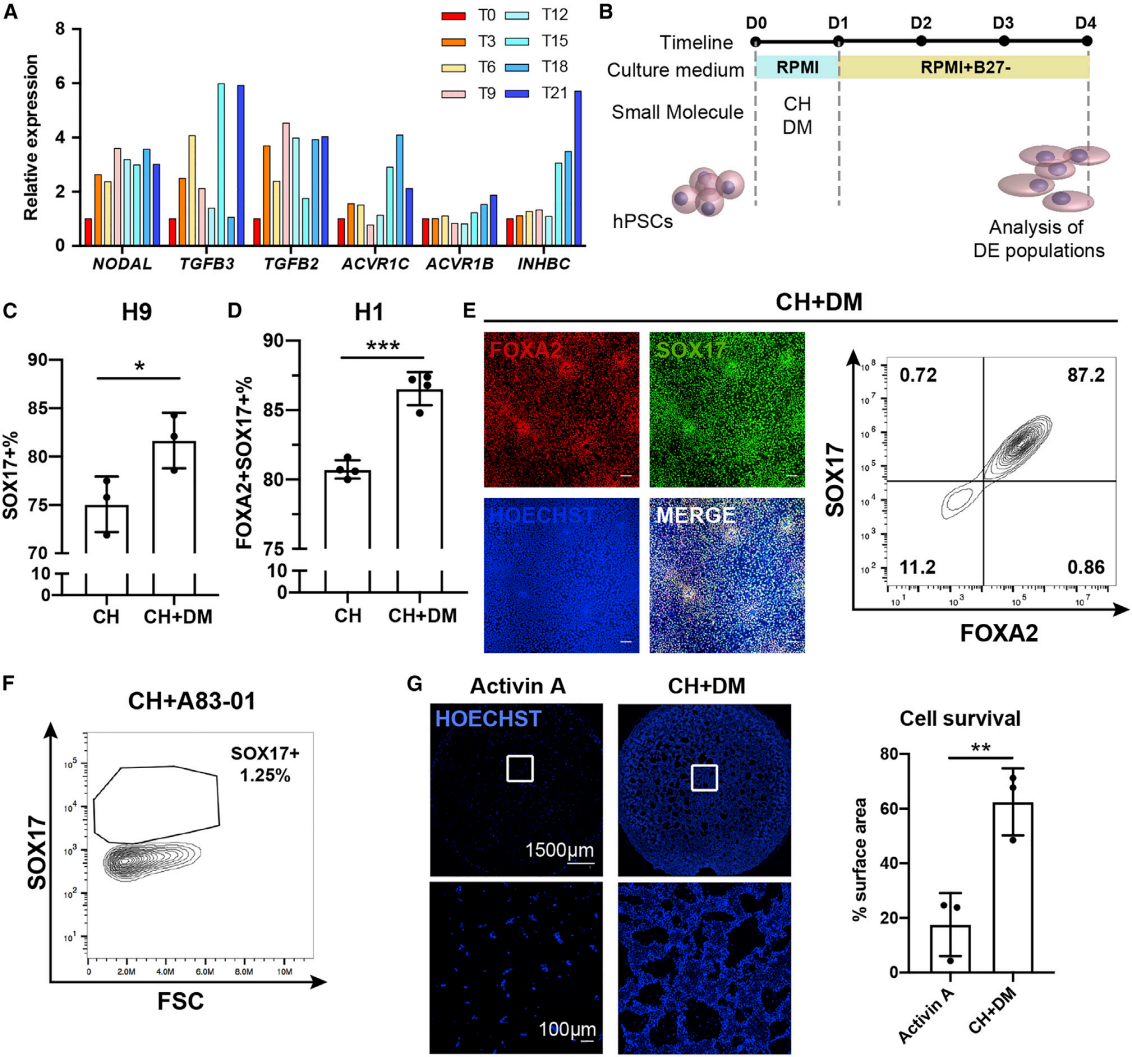
BMP inhibition enhances CH-induced DE differentiation (A) Human iPSC 19-9-11 cells treated with CH in RPMI were collected for RNA sequencing every 3 h for 21 h. Relative expression of selected TGF-β signaling-related genes is shown. (B) Schematic of protocol for differentiation of hPSCs to DE cells via treatment with small molecules (CH and DM). (C and D) Wild-type H9 cells (C) or *OCT4-GFP* H1 cells (D) were treated with CH alone or with CH plus DM as indicated in (B). On day 4 of differentiation, the cells were analyzed for FOXA2 and SOX17 expression by flow cytometry. Error bars represent SD of four independent experiments. ^∗^p < 0.05, ^∗∗∗^p < 0.001; Student's t test. (E) Representative images of immunostaining and plot of flow cytometry against FOXA2 and SOX17 on day 4 under CH plus DM condition. Scale bar, 100 μm. (F) *OCT4-GFP* H1 cells were differentiated with CH and A83-01 on day 0. On day 4, cells were analyzed for SOX17 expression by flow cytometry. (G) H9 cells were treated with 100 ng/mL Activin A in RPMI containing 0.2% FBS, or CH plus DM in RPMI for 24 h. On day 1, cells were stained with Hoechst. Scale bars are as indicated. Hoechst-positive areas were quantified in ImageJ. Error bars represent SD of three independent experiments. ^∗∗^p < 0.01; Student's t test. See also Figure S3 and Tables S1 and S2.

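Figure 2A also shows 2 receptor genes and INHBC, whose relative expression was recomputed as the RPKM of each library divided by that of the 0 h library. ACVR1C lies on chromosome 2 from 157526767 to 157628864 in GRCh38 (GENCODE v44 annotation), on the minus strand, with 9 exons. It had 15 reads at 0 h and between 10 and 49 reads in the treated libraries. The ratio of ACVR1C was between 0.769 at 9 h and 4.09 at 18 h, and it was 2.12 at 21 h. Its counting intervals lay above 1 at 15, 18 and 21 h and included 1 at the other 4 time points. ACVR1B lies on chromosome 12 from 51951699 to 51997078, on the plus strand, with 9 exons, and had 525 reads at 0 h. Its RPKM was 4.38 at 0 h and 4.79 at 6 h, and its ratio was 1.01 at 3 h, 0.828 at 9 h, 0.815 at 12 h, 1.22 at 15 h, 1.53 at 18 h and 1.88 at 21 h. The intervals of ACVR1B lay below 1 at 9 and 12 h and above 1 from 15 to 21 h. INHBC (NM_005538) lies on chromosome 12 from 57434784 to 57452062, on the plus strand, with 2 exons. It had 8 reads at 0 h, between 5 and 13 reads from 3 to 12 h, and 18, 21 and 34 reads at 15, 18 and 21 h. The ratio of INHBC was 3.06 at 15 h (95% interval 1.27 to 8.13), 3.48 at 18 h (1.48 to 9.08) and 5.71 at 21 h (2.60 to 14.3), and its intervals at 3 to 12 h included 1.
The slopes with time, in log2 units per h, were 0.067 for ACVR1C (standard error 0.033, adjusted p = 0.179), 0.029 for ACVR1B (standard error 0.013, adjusted p = 0.124) and 0.11 for INHBC (standard error 0.035, adjusted p = 0.042), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. INHBC was past the threshold of 0.05, but its adjusted p was 0.134 when 4 early libraries were compared with 4 late ones and 0.094 with log2(time + 3 h). In the exact permutation test over all pairings (two-sided), Pearson's r with time was 0.651 for ACVR1C (p = 0.079, adjusted p = 0.118), 0.726 for ACVR1B (p = 0.038, adjusted p = 0.078) and 0.858 for INHBC (p = 0.0013, adjusted p = 0.0077). Spearman's rho was 0.643 for ACVR1C (p = 0.096, adjusted p = 0.172), 0.619 for ACVR1B (p = 0.115, adjusted p = 0.172) and 0.857 for INHBC (p = 0.011, adjusted p = 0.064), from the exact permutation test. Without the 0 h and 21 h libraries, r was 0.731 for ACVR1C, 0.589 for ACVR1B and 0.839 for INHBC, and the adjusted p of INHBC was 0.233 from the exact permutation test over the remaining 6 libraries.

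**Figure D2:**
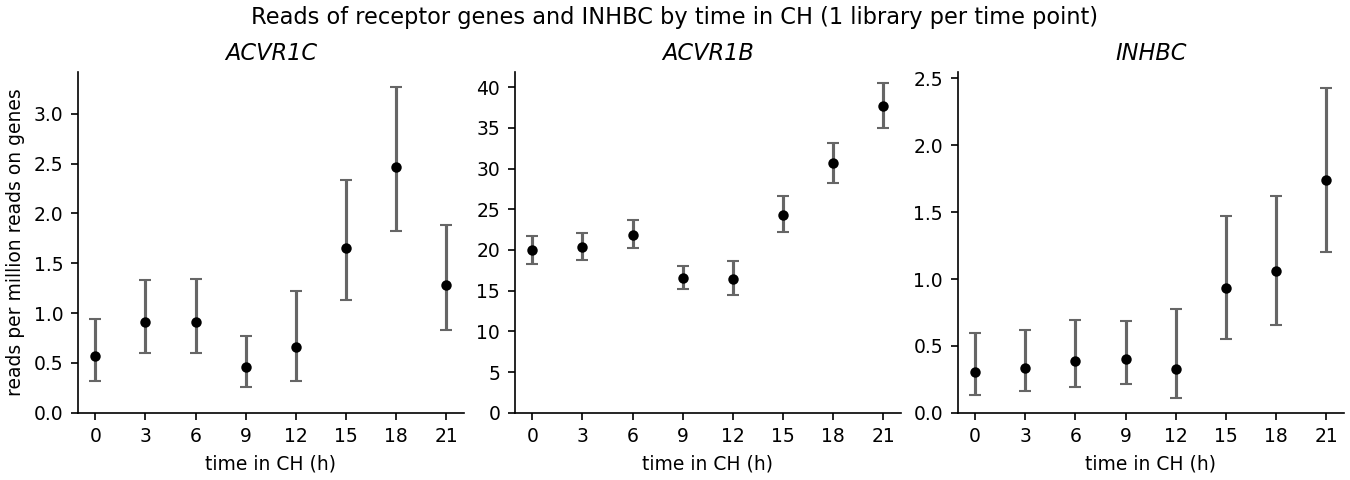
RPM (reads scaled to the library's reads on genes) of ACVR1C, ACVR1B and INHBC (vertical axes, each from 0) against time in CH in hours (horizontal axes). Points are single libraries and bars are 95% binomial intervals (Clopper-Pearson). ACVR1B is at 16.5 at both 9 h and 12 h and reaches 37.7 at 21 h, and INHBC is highest at 21 h with 1.74.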

We next hypothesized that enhancing endogenous Nodal signaling with other small molecules could further promote CH-induced DE differentiation. BMP signaling is a parallel pathway for Nodal/TGF-β signaling and has been reported to contribute to preimplantation development in both human and mouse (Coucouvanis and Martin, 1999; De Paepe et al., 2019). Since the BMP and Nodal pathways are competitive in SMAD4 recruitment, we assumed that Nodal signaling could be upregulated by blocking the BMP pathway, and this in turn would enhance DE differentiation. Therefore, we applied dorsomorphin (DM), an inhibitor of the BMP ALK2 receptor, together with CH to promote DE differentiation (Figure 2B). It turned out that DM addition led to an increase in the FOXA2^+^SOX17^+^ DE population with up to 87% efficiency in H9 and H1 cells based on dual expression of SOX17 and FOXA2, two markers of DE (Figures 2C–2E). Moreover, inhibition of BMP signaling also enhanced DE differentiation in the RUES2_GLR line (Figure S3C). Similarly, 6-9-9 iPSCs can be induced to generate 84.1% SOX17^+^ cells with CH plus DM treatment (Figures S3D and S3E). Considering that a GSK3 inhibitor and a BMP inhibitor are used for DE differentiation, we named our new DE differentiation protocol the GiBi protocol.

To test whether endogenous TGF-β signaling ligands are critical for CH-induced DE differentiation, we treated hESCs with CH plus a Nodal pathway inhibitor, A83-01. Flow cytometry against SOX17 on day 4 showed that the addition of A83-01 severely blocked CH-induced DE differentiation (Figure 2F), which supported the idea that CH-induced DE differentiation relies on endogenous Activin/Nodal signaling. We also tested various initial cell densities on DE differentiation efficiency, and found that 80% is the optimal confluency to start the differentiation (Figure S3F).

Activin A-based DE protocols were reported to have an issue with massive cell death during differentiation (Wang et al., 2015). We compared the cell viability of our GiBi protocol with that of Activin A-based conditions (100 ng/mL Activin A plus 0.2% FBS in RPMI) (D'Amour et al., 2005) and found a significant increase in cell survival with our GiBi protocol, while treatment with Activin A alone led to massive cell death in 24 h, as indicated in images of nuclear staining by Hoechst (Figure 2G). Therefore, our GiBi protocol increases the yield of differentiation by enhancing cell survival, in a serum-free and growth-factor-free system, compared with previous Activin A-based protocols. It is estimated that the cost of small molecules in the GiBi protocol is merely 1% that of Activin A in previous growth factor-based protocols (Table S2).

We also tried GiBi DE differentiation in a suspension system. H1 *OCT4-GFP* cells were seeded into mTeSR1 medium supplemented with 0.02% gellan gum for suspension culture. With the GiBi protocol, there were 45.3% SOX17^+^GFP^−^ cells generated on D4 (Figure S3G). There were 13% GFP^+^ undifferentiated cells on day 4, which we believe can be reduced by optimizing the drug concentration in the 3D system as well as the seeding cell density to control the cluster size. This result indicated that the GiBi protocol can also be applied for suspension differentiation.

### Small-molecule DE cells are capable of further differentiation toward pancreatic progenitors and β cells

We next characterized the GiBi-derived differentiated cell population by profiling the expression of key genes during DE differentiation and testing its capacity to differentiate into more specified lineages. Based on qPCR results, hPSCs lost the expression of genes related to pluripotency, like *NANOG* (Faddah et al., 2013), *SOX2* (An et al., 2019), and *OCT4* (Strebinger et al., 2019), over the course of differentiation (Figure 3A). Genes involved in gastrulation, like *T* (Nakanishi et al., 2009), *MIXL1* (Davis et al., 2008), or *GSC* (Soibam et al., 2015), were significantly upregulated only on day 1 or day 2 (Figure 3A). In contrast, DE-specific transcription factors, such as *FOXA2* (Lee et al., 2019) or *SOX17* (Xu et al., 2011), were gradually upregulated, demonstrating the successful generation of a DE population (Figure 3A). Using small-molecule DE cells, we further differentiated them toward liver or pancreatic lineages with published protocols (Ang et al., 2018; Nostro et al., 2015). qPCR analysis or immunofluorescence images revealed the upregulation of liver bud markers, such as *AFP*, *HNF4A*, and *TBX3* (Figure 3B), or PP genes like *PDX1* and *NKX6.1* (Figure 4), indicating the multipotency of the GiBi protocol-derived DE cells.

**Figure 3:**
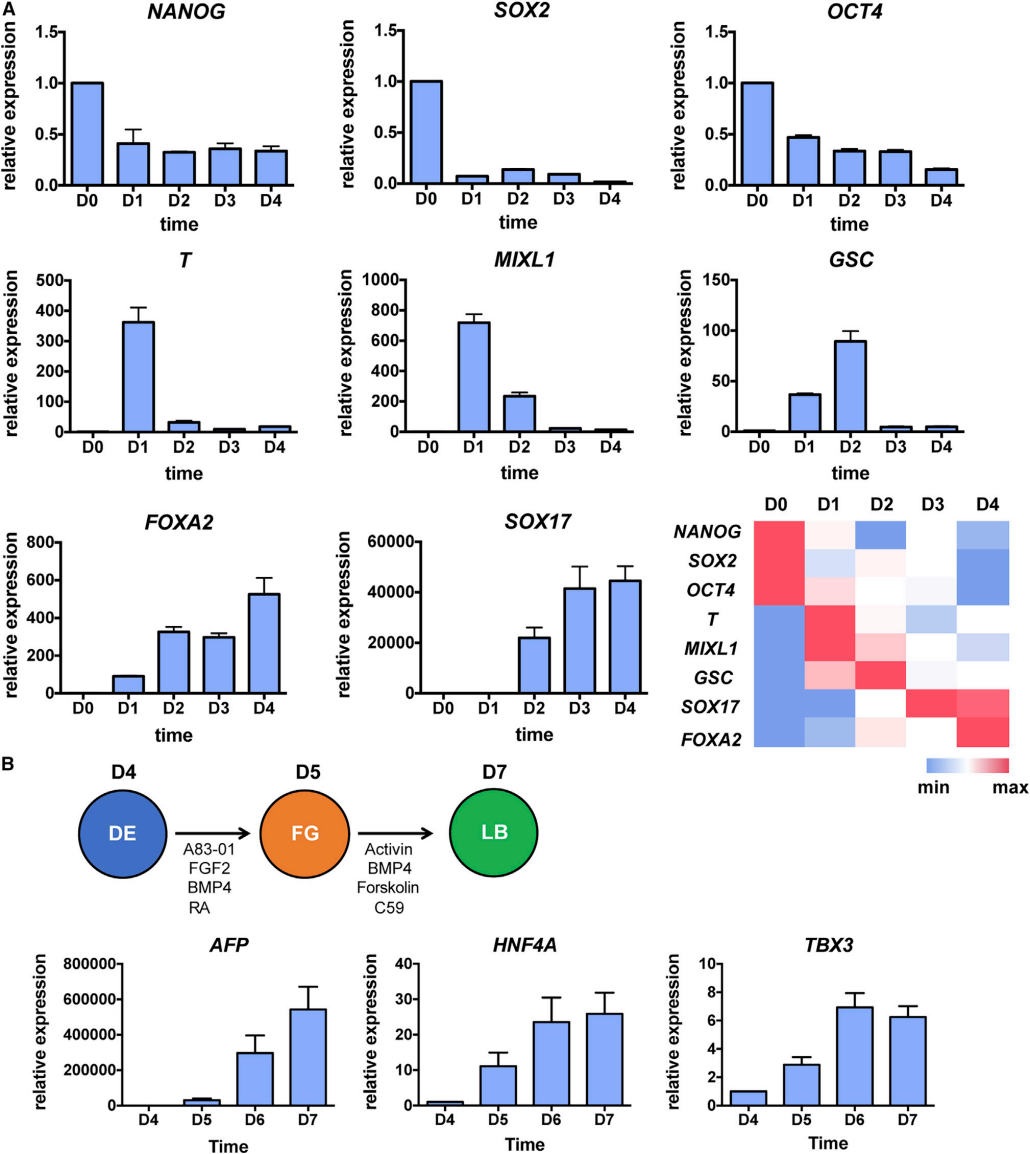
Characterization of DE cells generated from hPSCs via a GiBi protocol (A) *OCT4-GFP* H1 cells were differentiated with CH plus DM. At different time points, mRNA was collected, and qPCR analysis of pluripotent, mesendoderm, and endoderm gene expression was performed. Error bars represent SD of three technical replicates. (B) DE cells generated from (A) were further differentiated into posterior foregut (FG) and liver bud (LB). At different time points during differentiation, mRNA was collected and qPCR analysis of the expression of liver bud markers *AFP*, *HNF4A*, and *TBX3* was performed. Error bars represent SD of three technical replicates.

**Figure 4:**
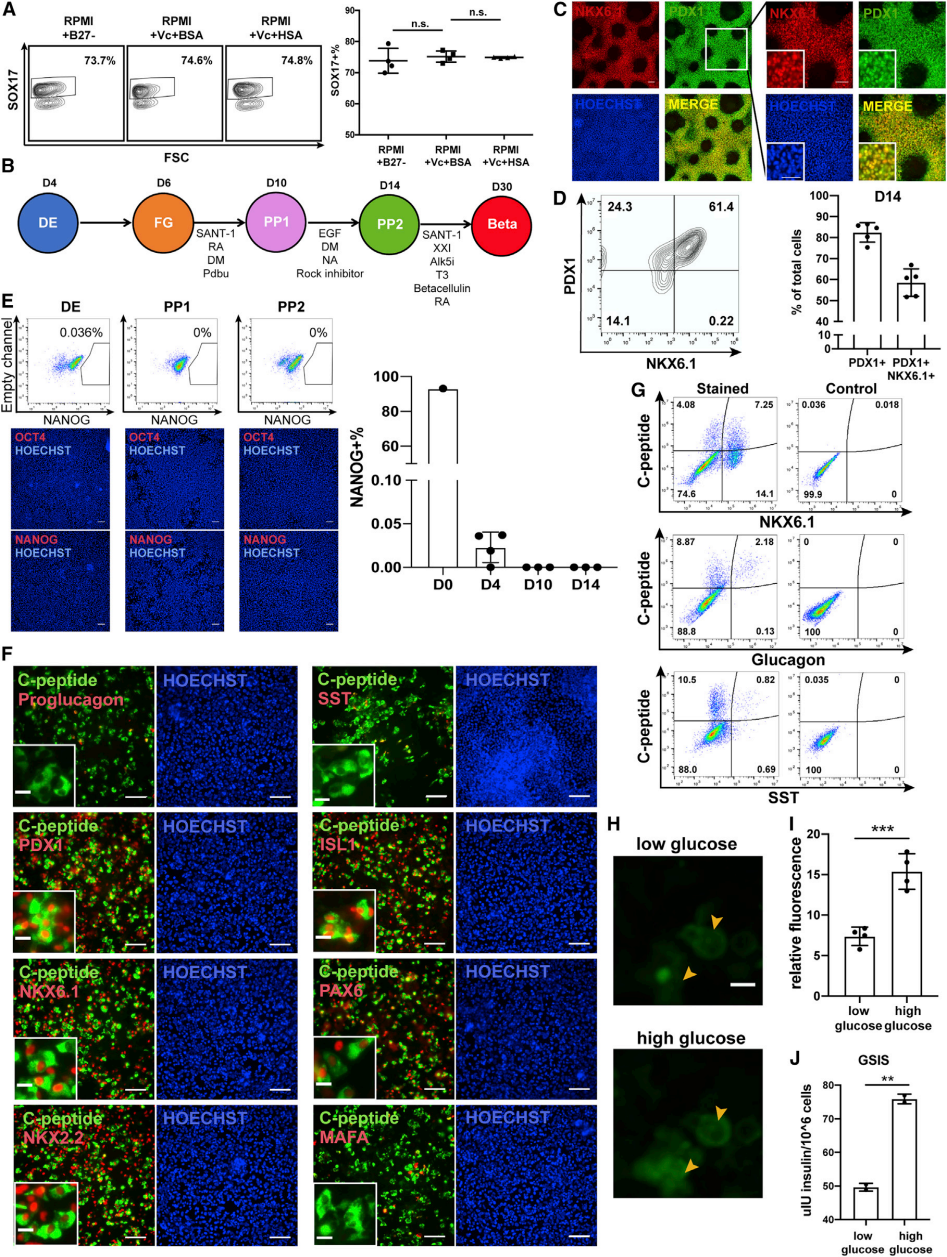
Robust generation of pancreatic progenitors and functional pancreatic β cells with small-molecule-derived DE cells (A) Flow cytometry against SOX17 with D4 cells treated with RPMI and B-27− or BSA + Vc or HSA + Vc. On the right is the quantification. n.s. indicates no significance. n = 4. (B) Diagram of the differentiation by which DE cells were further differentiated to posterior foregut (FG) and primary pancreatic progenitor cells (PP1), pancreatic progenitor cells (PP2), and pancreatic β cells (Beta). (C and D) Immunostaining images (C) and flow cytometry analysis (D) of D14 PP2 cells against NKX6.1 and PDX1. Scale bar, 100 μm; 50 μm for maximum magnification. (E) H1 wild-type cells were differentiated with the GiBi protocol to D4 and further differentiated to PP stages. Flow cytometry and immunostaining against NANOG and/or OCT4 was analyzed at the indicated time points. On the right is the quantification of NANOG flow data at the indicated time points. Scale bar, 100 μm. (F) Immunostaining with generated pancreatic β cells against C-peptide, proglucagon, SST, PDX1, ISL1, NKX6.1, PAX6, NKX2.2, and MAFA. Scale bar, 100 μm; 20 μm for maximum magnification. (G) Plots of flow cytometry with generated pancreatic β cells against C-peptide, NKX6.1, glucagon, and SST. (H) Fluo-4AM staining with generated pancreatic β cells under low- and high-glucose treatment. Scale bar, 20 μm. (I) Quantification of relative fluorescence intensity of the cells indicated by yellow arrows in (H). ^∗∗∗^p < 0.001. (J) GSIS analysis with generated pancreatic β cells from wild-type H1 line. ^∗∗^p < 0.01. See also Table S3.

We next optimized the GiBi protocol medium to develop a xeno-free small-molecule-based DE protocol. We tested three media: RPMI basal medium supplemented with B-27 minus insulin, bovine serum albumin (BSA) plus ascorbic acid (Vc), or human serum albumin (HSA) plus Vc. We showed that RPMI with HSA plus Vc, which was xeno free, led to a similar yield of SOX17^+^ DE cells compared with the other two BSA-containing conditions (Figure 4A). Based on this result, we developed a modified protocol to derive DE cells and pancreatic cells (Figure 4B). Our xeno-free protocol generated up to 85% PDX1^+^ PP cells and 61% PDX1^+^NKX6.1^+^ PP2 cells on day 14 (Figures 4C and 4D) and worked broadly in several hESC and iPSC lines (Table S3). Compared with the publications over the past 5 years that rely on Activin A plus Wnt3a/CH for DE and pancreatic specification, our GiBi DE protocol generated up to 70% PDX1^+^NKX6.1^+^ PP2 cells by the end of stage 4, which was comparable to the PP2 efficiency of the Activin A-based protocols (Table S3). Together these results show that small-molecule DE induction as in our GiBi method will not have a negative impact on PP specification.

Analysis of *OCT4* and *NANOG* (Figure 4E) revealed rapid loss of pluripotency during the differentiation, consistent with the trend in qPCR results (Figure 3A). Furthermore, NKX6.1^+^ cells generated from our protocol were able to further specify into monohormonal pancreatic β cells, revealed by flow cytometry and immunostaining against β-cell-specific markers, including C-peptide, PDX1, NKX6.1, NKX2.2, ISL1, and PAX6 (Figures 4F and 4G). Minimal polyhormonal cells expressing glucagon or somatostatin (SST) were observed (Figures 4F and 4G). It is worth noting that differentiation of small-molecule PP2 cells into pancreatic β cells requires further head-to-head investigation and it is unclear that small-molecule PP2 cells generated here are the same as PP2 cells generated by other growth-factor-dependent protocols.

We then performed functional assays by staining the generated β cells with calcium dye Fluo-4AM and observed significant fluorescence increase under high-glucose treatment (Figures 4H and 4I). In addition, these hPSC-derived β cells secreted more insulin when treated with a higher concentration of glucose in a glucose-stimulated insulin secretion (GSIS) assay (Figure 4J), further supporting that our hPSC-derived β cells are functional.

To further investigate how hPSCs differentiate into PPs using our differentiation protocol, we performed RNA-seq to profile transcriptome dynamics with cells harvested at different time points, including day 0 (D0), D2, D4, D6, D8, D12, and D14. We confirmed good quality of RNA samples and sequencing data via quality control checks. Replicate transcriptome measurements showed high consistency and independently recapitulated the stepwise development of the hPSC-derived PP cells (Figure 5A). Mapping RNA-seq reads to key regulator transcription factors on each stage presented distinctive expression at different time points (Figure 5B). For instance, *OCT4*, which is crucial in pluripotency maintenance of hPSCs, showed high expression exclusively on D0, while *SOX17*, a critical DE marker gene, was transiently upregulated on D4. In addition, *PDX1* and *NKX6.1*, both PP marker genes, increased expression after D8 and D14, respectively, indicating successful induction of stepwise pancreatic specification. Heatmaps of the whole transcriptome (Figure 5C) and all transcription factors (Figure 5D) showed consistency in gene expression pattern, as well as in hierarchical clustering. Analysis of differential gene expression over different time points revealed a transition from hPSC, through DE, to PDX1^+^ PP and NKX6.1^+^ PP, marked by upregulation and downregulation of a series of stage-specific key regulator genes (Figures 5E and S4). Specifically, from D0 to D4, pluripotency-related genes comprising *NANOG*, *STAT3*, *MYC*, *POU5F1*, and *SOX2* decreased, while genes that are important in gastrulation and DE specification, like *GSC*, *EOMES*, *SOX17*, *GATA4*, *GATA6*, and *FOXA2*, were upregulated. This was followed by ascending expression of early pancreatic-related genes, like *SOX9*, *GATA4*, *ONECUT1*, and *PDX1*, along with further decreasing pluripotency or gastrulation-related genes such as *EOMES*, *GSC*, *SOX17*, *NANOG*, and *POU5F1* from D4 to D8. In the last transition from D8 to D14, representative genes of PP cells, like *NKX6.1*, *PTF1A*, *NKX2.2*, *NEUROD1*, and *NEUROG3*, were significantly upregulated. Gene ontology (GO) analysis indicated a trend of functional transitions across differentiation processes, which displayed downregulation of genes in pluripotency maintenance and upregulation in pancreatic specification (Figures 5F, 5G, and S4).

**Figure 5:**
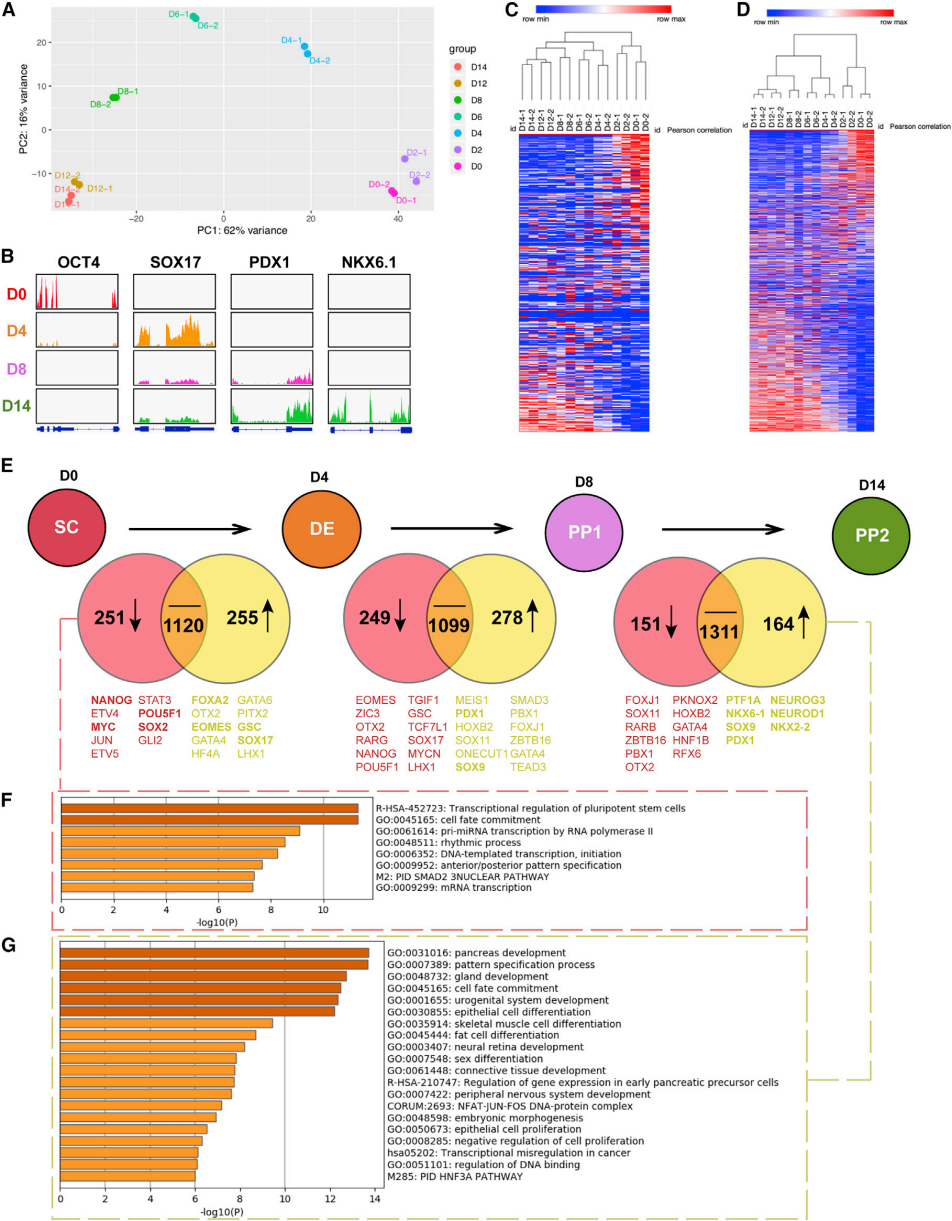
Characterization of hPSC-derived pancreatic differentiation with RNA sequencing (A) Stepwise developmental trajectory of hPSC-derived pancreatic progenitor cells reconstructed by principal-component (PC) analysis of RNA landscapes. The fraction of sample variance explained is indicated for each component. (B) Expression dynamics of key regulator genes, including *OCT4*, *SOX17*, *PDX1*, and *NKX6.1* on D0, D4, D8, and D14. Tracks display normalized RNA. Gene models are shown at the bottom. (C and D) Heatmaps of the whole transcriptome (C) and of the 1,639 transcription factors (D). (E) Venn diagrams of upregulated and downregulated genes of D4 compared with D0, D8 compared with D4, and D14 compared with D8. The false discovery rate is <0.05. The threshold of fold change is 2. (F and G) GO analysis of top 100 downregulated genes on D4 compared with D0 (F), and of top 100 upregulated genes on D14 compared with D8 (G). See also Figure S4.

Together, our GiBi-derived DE cell population holds the potential to further specify into pancreatic lineages with expected transcriptome changes, which marks an alternative approach to current pancreatic differentiation protocols.

## Discussion

This study demonstrates efficient and robust generation of DE cells from multiple hPSC lines solely via small-molecule modulation of the Wnt and BMP signaling pathways. Furthermore, DE cells produced via small-molecule treatment could further differentiate into the liver bud lineage or PP and β cells. Using our GiWi protocol, we showed that activation of Wnt signaling via CH treatment at a high concentration promotes cardiomyocyte differentiation (Lian et al., 2012, 2015). Here we show that Wnt signaling activation via CH treatment at a low concentration, however, robustly and consistently generates SOX17^+^ and FOXA2^+^ DE cells. Our findings suggest that canonical Wnt signaling can act as a master regulator of both cardiac mesoderm and DE specification from pluripotent cells in a dose-dependent manner, with a low-level activation for efficient DE differentiation.

A recent publication from Li et al. (Li et al., 2019) showed that CH treatment alone was not sufficient to differentiate hPSCs into DE cells (0% SOX17^+^ cells generated), which is contrary to our observation. To understand this difference, we noticed that the Li et al. study used Advanced RPMI medium as their basal medium, which contains 10 mg/L insulin and 400 mg/L AlbuMAX II (one type of BSA). In our GiBi protocol, we use RPMI, which does not contain any insulin or BSA, as our basal medium during CH and/or DM treatment. We previously showed that BSA effectively inhibits CH-induced mesendoderm differentiation (Lian et al., 2015), which may partially explain why Li et al. did not achieve successful DE differentiation via CH-only treatment. In addition, we showed in this study that addition of insulin (10 mg/L) into RPMI medium greatly inhibited our CH-induced DE differentiation when included during the first 2 days of differentiation. Taken together, successful small-molecule DE differentiation is dependent on the absence of insulin signaling.

Although exogenous Activin/Nodal signaling growth factors are not necessary for CH-induced DE differentiation, a Nodal pathway inhibitor (A83-01) completely abrogated CH-induced DE differentiation, highlighting the importance of endogenous Activin/Nodal signaling in our differentiation. Expression of NODAL early in differentiation, when the majority of cells are either OCT4 or Brachyury positive, suggests that endogenous NODAL protein may be produced by undifferentiated cells or mesendoderm cells. Since endogenous activin/Nodal signaling is required for CH-induced DE differentiation and Activin/Nodal signaling competes with BMP signaling for the co-activator SMAD4, inhibition of BMP signaling was tested to enhance CH-induced DE differentiation. We demonstrated that BMP signaling inhibitors greatly facilitated CH-induced DE differentiation. The paradigm of modulating Wnt and BMP signaling pathways with just two small molecules, which enhance endogenous expression of DE-promoting growth factors, simplifies the DE differentiation from hPSCs.

Our small-molecule protocol enabled the generation of PDX1^+^NKX6.1^+^ PP cells, which could be further differentiated into β cells following protocols developed in the past decade. In 2014, generation of glucose-responsive monohormonal pancreatic β cells was independently reported by two groups (Pagliuca et al., 2014; Rezania et al., 2014). These hPSC-derived β cells not only expressed markers found in mature β cells, but also displayed GSIS. This was followed by many researchers exploring approaches to simplifying or modifying these β-cell-differentiation protocols, including YAP inhibition (Rosado-Olivieri et al., 2019), cell aggregation (Toyoda et al., 2015), and manipulation of the cytoskeleton (Ghazizadeh et al., 2017; Hogrebe et al., 2020; Toyoda et al., 2017) or gene profile (Matsuoka et al., 2017; Toyoda et al., 2015; Walczak et al., 2016), as well as identification of stage-specific surface markers (Cogger et al., 2017; Mahaddalkar et al., 2020; Veres et al., 2019). To date, functional β cells can be generated under both suspension (Pagliuca et al., 2014) and 2D (Hogrebe et al., 2020) culture conditions. Our small-molecule-based PP protocol, when coupled with published PP-to-β cell protocols, will eventually enable large-scale production of functional β cells in a robust and cost-effective way, facilitating translation of these cells to cell-based therapies for treating type 1 diabetes.

## Experimental procedures

### Maintenance and differentiation of hPSCs

hESCs (H9, H1, and *OCT4-GFP* H1) (Zwaka and Thomson, 2003) and human iPSCs (6-9-9, 19-9-11, IMR90C4) (Yu et al., 2009) were obtained from WiCell Research Institute. The HUES8 cell line was obtained from Harvard University. The RUES2_GLR reporter cell line was from Rockefeller University. H9 *SOX17-mCherry* reporter cells were obtained from Dr. Ed Stanley at Murdoch Children’s Research Institute. Human pluripotent stem cell work was approved by the Embryonic Stem Cell Oversight Committee at The Pennsylvania State University. Undifferentiated hPSCs were maintained on iMatrix-511 (Stemgent)-coated plates in mTeSR1 medium (STEMCELL Technologies). When cells were 80%–90% confluent (usually 3–4 days after passaging, daily monitoring is necessary), medium was aspirated and 1 mL Accutase (Innovative Cell Technologies) was added to each well. The cells were incubated at 37°C, 5% CO_2_, for 10 min. Dissociated cells were transferred into excess DMEM at a 1/2 (v/v) ratio and centrifuged at 1,000 rpm for 4 min. The cell pellet was resuspended in mTeSR1 with 5 μM Y-27632 and 0.75 μg/mL iMatrix-511, and 10,000–20,000 cells/cm^2^ were seeded into wells. Incubated at 37°C, 5% CO_2_, hPSCs were routinely tested for mycoplasma, and all the cells were negative for mycoplasma contamination. For DE and further differentiation, cells were cultured on iMatrix 511-coated wells throughout. Most of the data in this study were collected from cells cultured in 6-well plates (VWR #62406-161), but it also worked well in 12-well plates (VWR #62406-165) or 24-well plates (VWR #62406-183).

#### DE differentiation

DE differentiation was initiated when the hPSCs reached 70%–80% confluency. hPSCs were treated with RPMI (Gibco) containing CH (Cayman Chemical) at concentrations ranging from 2 to 8 μM and 1 μM DM (Sigma Aldrich) for 24 h. Different cell lines may require distinct optimal CH concentration for DE differentiation. Cells were then cultured for another 3 days in RPMI containing either 2% v/v B-27 minus insulin supplement (Thermo Fisher) or 0.05% HSA and 200 μg/mL Vc.

We have developed PP and liver bud differentiation protocols based on previously described protocols (Ang et al., 2018; Nostro et al., 2015).

#### Pancreatic progenitor differentiation

hPSCs were treated with CH of optimized concentration and 1 μM DM in RPMI for 24 h (day 0 to day 1) and then cultured in RPMI supplemented with 0.05% HSA and 200 μg/mL Vc for another 5 days (day 1 to day 6). From day 6 to day 10, cells were treated with 0.25 μM SANT-1, 2 μM retinoic acid (RA), 0.75 μM DM, and 0.2 μM phorbol 12,13-dibutyrate in DMEM containing 1% v/v B-27 and 50 μg/mL Vc. From day 10 to day 14, cells were treated with 0.75 μM DM, 10 mM nicotinamide, and 100 μM Y-27632 in DMEM containing 1% v/v B-27 and 50 μg/mL Vc. Epidermal growth factor at 100 ng/mL is optional for day 10 to day 14. For specification of PP cells into β cells, D14 PP2 cells were treated with stage 5 and 6 differentiation cocktails based on previously reported studies (Velazco-Cruz et al., 2019).

#### Liver bud differentiation

For liver bud differentiation (Ang et al., 2018), day 4 DE cells from the GiBi protocol were treated for 1 day with 1 μM A83-01, 10 ng/mL FGF10, 30 ng/mL BMP4, and 2 μM RA in CDM3 medium (IMDM/F12, 10% knockout serum replacement, 1% chemically defined lipid concentrate [Thermo Fisher, #11905031], and 1% penicillin-streptomycin). After that, cells were cultured with 10 ng/mL Activin A, 30 ng/mL BMP4, 1 μM forskolin, and 1 μM Wnt-C59 in CDM3 medium for 2 days.

#### Cardiomyocyte differentiation (GiWi protocol)

Differentiation started when cells were at least 80% confluent. On day 0, cells were treated with 3 or 5 μM CH in RPMI for 24 h, followed by medium change to RPMI plus B-27 without insulin supplement for 48 h. On day 3 of differentiation, the cells were treated with 2 μM Wnt-C59 in RPMI plus B-27 without insulin supplement for 2 days. From day 5, the cells were cultured in RPMI plus B-27 supplement, with medium change every 3 days.

### Immunostaining

Cells were fixed with 4% formaldehyde at room temperature for 15 min and then blocked in DPBS with 0.4% Triton X-100 and 5% non-fat dry milk for 1 h. After that, the cells were sequentially stained with primary and secondary antibodies. Nuclei were stained with Hoechst 33342 (Thermo Fisher). Images were captured using a Nikon Ti Eclipse epifluorescence microscope. Images were processed using ImageJ software.

### Quantitative polymerase chain reaction

Cells were lysed with TRI-Reagent for 1 min and RNA was extracted with a Direct-zol RNA MiniPrep Plus kit (Zymo Research). cDNA was synthesized with a Maxima First Strand cDNA Synthesis Kit (Life Technologies). Quantitative PCR was performed using the SYBR Green PCR master mix (Life Technologies) and run on a CFX Connect real-time qPCR machine (Bio-Rad). GAPDH was used as the housekeeping gene for reference. Data were analyzed with the ΔΔC_T_ method. Primers are listed in Table S4.

### Flow cytometry

Cardiomyocytes were dissociated with trypsin-EDTA (0.25%) (Thermo Fisher) for 5 min. Other differentiated cells were dissociated with TrypLE Express Enzyme for 9 min. For flow cytometry with live cells, cells were resuspended in FlowBuffer-1 (DPBS with 0.5% BSA). For flow cytometry analysis using fixed cells, 1% formaldehyde in DPBS was used to fix cells for 30 min. After that, the cells were stained with primary and secondary antibodies (Table S4) in FlowBuffer-2 (DPBS with 0.5% BSA and 0.1% Triton X-100). Most data were collected on a BD Accuri C6 Plus flow cytometer, and data for H9 *SOX17-mCherry* reporter cells were collected with a BD LSRFortessa flow cytometer. Data were processed in FlowJo software.

### Fluo-4AM assay

Cells were stained with 4 μM Fluo-4AM dye for 30 min in ESFM medium, followed by three washes. Then the cells were incubated in ESFM for 5 min and images were taken at 500ms exposure time. The cells were then incubated in ESFM supplemented with 20 mM glucose for another 5 min and images were taken at the same exposure time.

### Glucose-stimulated insulin secretion assay

GSIS assay was performed in KRB buffer containing 3 or 20 mM glucose as previously reported (Hogrebe et al., 2020). Insulin concentration was measured with a human insulin ELISA kit (Alpco, #80-INSHU-E01.1).

### RNA sequencing

For every-3-h analysis of CH-treated iPSCs, cells were lysed with TRI reagent for 1 min and RNA was extracted with a Direct-zol RNA MiniPrep Plus kit (Zymo Research), followed by RNA purification with an RNA Clean & Concentrator kit (Zymo Research). Samples were analyzed with an Agilent Bioanalyzer for quality control. mRNA libraries were generated with the TruSeq Stranded mRNA library kit. Data were collected with HiSeq 100-nt single-read sequencing. The RNA-seq reads were trimmed and mapped to the hg19 reference using HISAT2 (Kim et al., 2019). Expression levels for each gene were quantified using the Python script *rpkmforgenes* and annotated using RefSeq. Genes without at least one sample with at least 10 reads were removed from the analysis. 

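The files list 26186 entries (25462 gene symbols) and still include those under the minimum. With at least 10 reads in at least 1 library, 17087 genes were kept and 9099 were removed, of which 5487 had 0 reads in every library. A stricter filter of at least 10 reads in every library kept 13789 genes. For genes with 1 RefSeq transcript the RPKM is the read number divided by a fixed length and by the reads on genes. For genes with several transcripts the length behind the RPKM varied between libraries, with a median coefficient of variation of 1.08% and a 95th percentile of 9.83%. Fold changes of such genes from RPKM and from reads can therefore differ slightly, as for BMP4 at 21 h, whose ratio to 0 h was 3.05 from RPKM and 3.23 from reads. The libraries were prepared with a stranded kit, but the counting command had no strand option, so reads from antisense transcripts are counted with the gene. The command left out stretches shared by genes of different names. How reads that map to several places were treated is not stated in the paper's text, so near-identical genes such as LEFTY1 and LEFTY2, or BMP8A and BMP8B, may share reads.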

Principle-component analysis was done and heatmaps were constructed using R and Gene-E, respectively.

For 14-day analysis of PP differentiation, cells from different time points of pancreatic differentiation were lysed with TRI reagent. Total RNA was extracted with the Direct-zol RNA MiniPrep kit (Zymo Research #2071) and further purified with an RNA Clean & Concentrator kit (Zymo Research #R1013). RNA quality was characterized with a Bioanalyzer. cDNA libraries were prepared with Illumina TruSeq Stranded mRNA library construction kit and sequenced using NextSeq High Output 75-nt single-read sequencing.

RNA-seq data were mostly analyzed in the Galaxy platform (usegalaxy.org). Fastq files were checked for quality control with FastQC and organized with MultiQC. Sequencing reads were mapped to the human hg38 reference genome assembly using Kallisto with default parameters. Differential gene expression was determined with DESeq2 and limma-voom. For dynamics of marker gene expression, reads were aligned to the human hg38 reference genome assembly and displayed in the IGV viewer. Heatmaps were generated with normalized count file in Morpheus (https://software.broadinstitute.org/morpheus/). Hierarchical clustering was performed using one minus Spearman rank correlation. GO analysis was performed in the Metascape platform with the top 100 upregulated or downregulated genes (http://metascape.org/gp/index.html#/main/step1). Fold change was filtered as larger than 2 or less than 0.5.

### Statistical analysis

Quantification of flow cytometry data is shown as the mean ± SD unless otherwise indicated. Unpaired two-tailed Student's t test was used for comparison between two groups. p ≥ 0.05 was considered not significant; ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001 were considered significant.

### Data and code availability

Sequencing data are available under NCBI GEO accession no: GSE142572 and GSE146985.

## Author contributions

X.L.L. designed the experiments and analyzed the results. Y.J. and C.C. performed the experiments and analyzed data. L.N.R. performed flow cytometry analysis of *Sox17-mCherry* cells. S.Y., X.Z., and Y.J. designed and performed the time-lapse imaging experiment. Y.J. and X.L.L. wrote the manuscript. Y.J., X.B., and X.L.L. contributed to revision of the manuscript. X.L.L. supervised the experiments.

## Conflicts of interest

A patent has been filed on the basis of this work, on which X.L.L. and C.C. are named as inventors.

# Supplementary material for: Generation of pancreatic progenitors from human pluripotent stem cells by small molecules
**Source:** Stem Cell Reports. 2021 Aug 26;16(9):2395–409. doi: 10.1016/j.stemcr.2021.07.021
**Supplement:** Document S1. Figures S1–S4 and Tables S1–S4

**Stem Cell Reports, Volume 16**

## **Supplemental Information**

### **Generation of pancreatic progenitors from human pluripotent stem cells by small molecules**

**Yuqian Jiang, Chuanxin Chen, Lauren N. Randolph, Songtao Ye, Xin Zhang, Xiaoping Bao, and Xiaojun Lance Lian**

**Fig.S1 (Related to Fig. 1)**

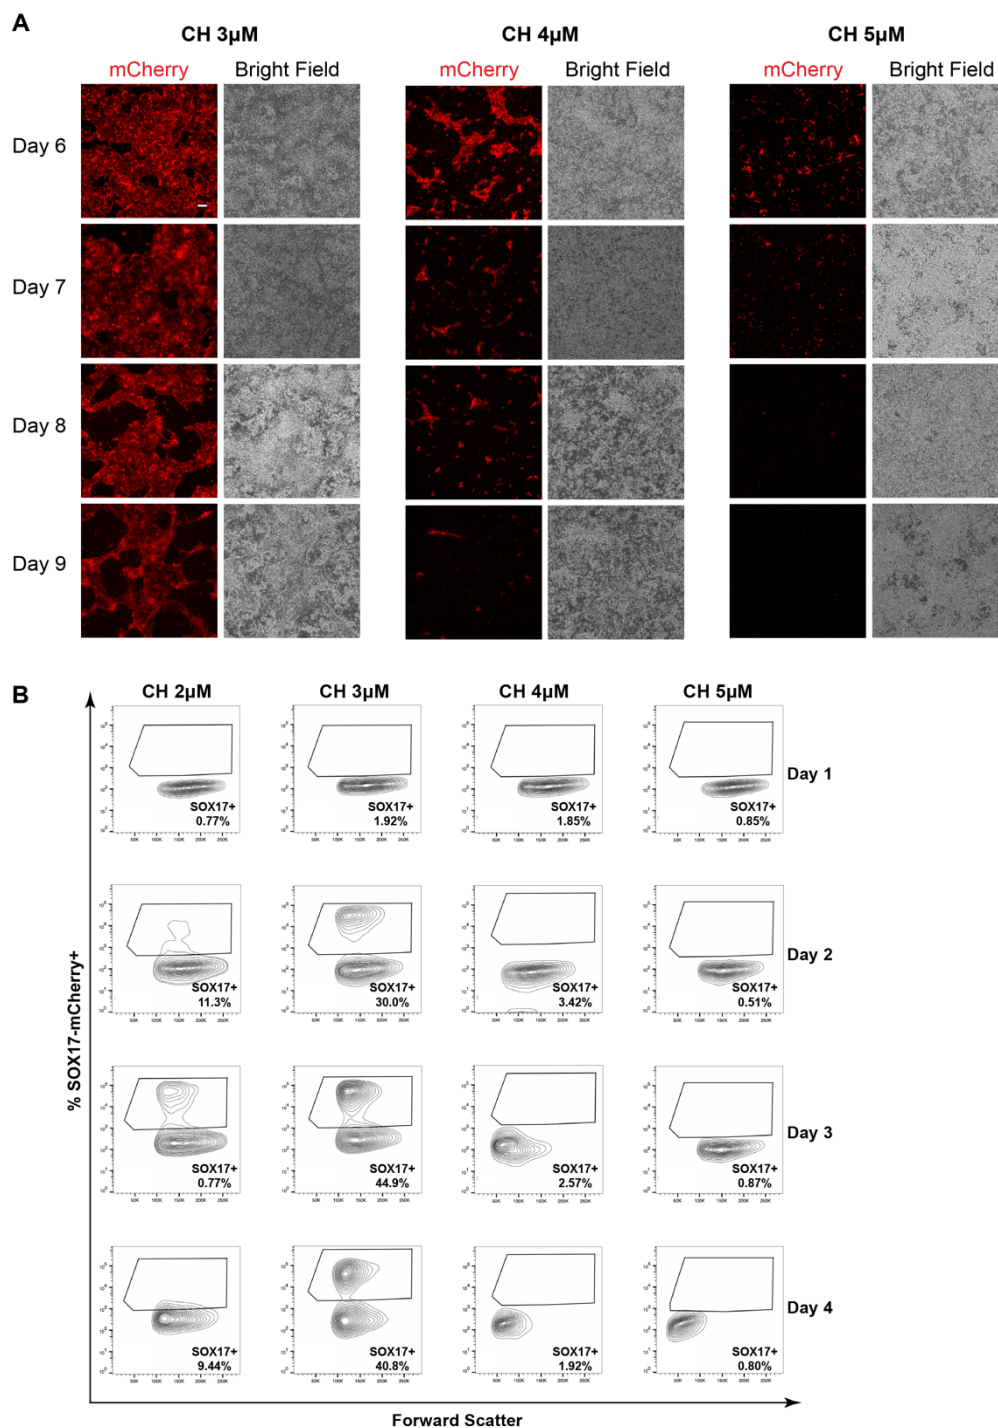

**Fig. S1.** SOX17-mCherry knockin H9 cells were treated with CH of concentrations from 3  $\mu$ M to 5  $\mu$ M in RPMI for 24 hours and then cultured in RPMI plus B-27 minus insulin supplement for two days. On day 3, cells were treated with 2  $\mu$ M Wnt-C59 for two days, followed by medium change to RPMI plus B-27 from day 5. A. Representative mCherry and bright field images were taken from day 6 to day 9. Scale bar, 100  $\mu$ m. B. Representative flow plots as in Fig. 1C.

**Fig. S2 (Related to Fig. 1)**

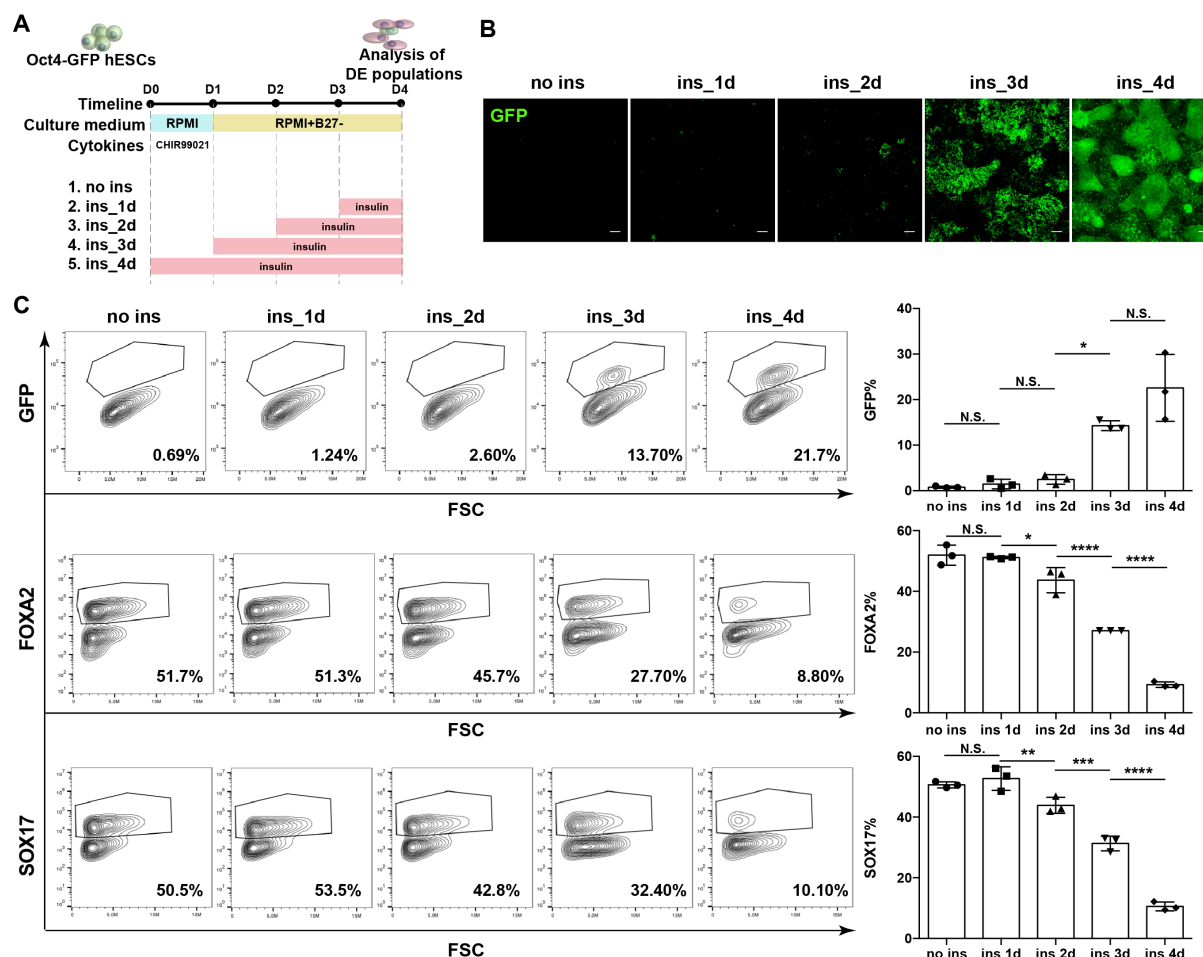

**Fig. S2.** Insulin inhibits CH-induced DE differentiation. (A-C) OCT4-GFP knockin H1 cells were treated with CH in RPMI for 24 hours and then cultured in RPMI plus B-27 minus insulin supplement for another 3 days. 10  $\mu$ g/mL insulin was added with different durations as indicated (A). On day 4 of differentiation, GFP images were taken, showing the presence of OCT4 with insulin treatment. Scale bar, 100  $\mu$ m (B). On day 4, cells were analyzed for GFP, FOXA2 and SOX17 expression by flow cytometry. Error bars represent SD of three independent experiments (C).

**Fig. S3 (Related to Fig. 2)**

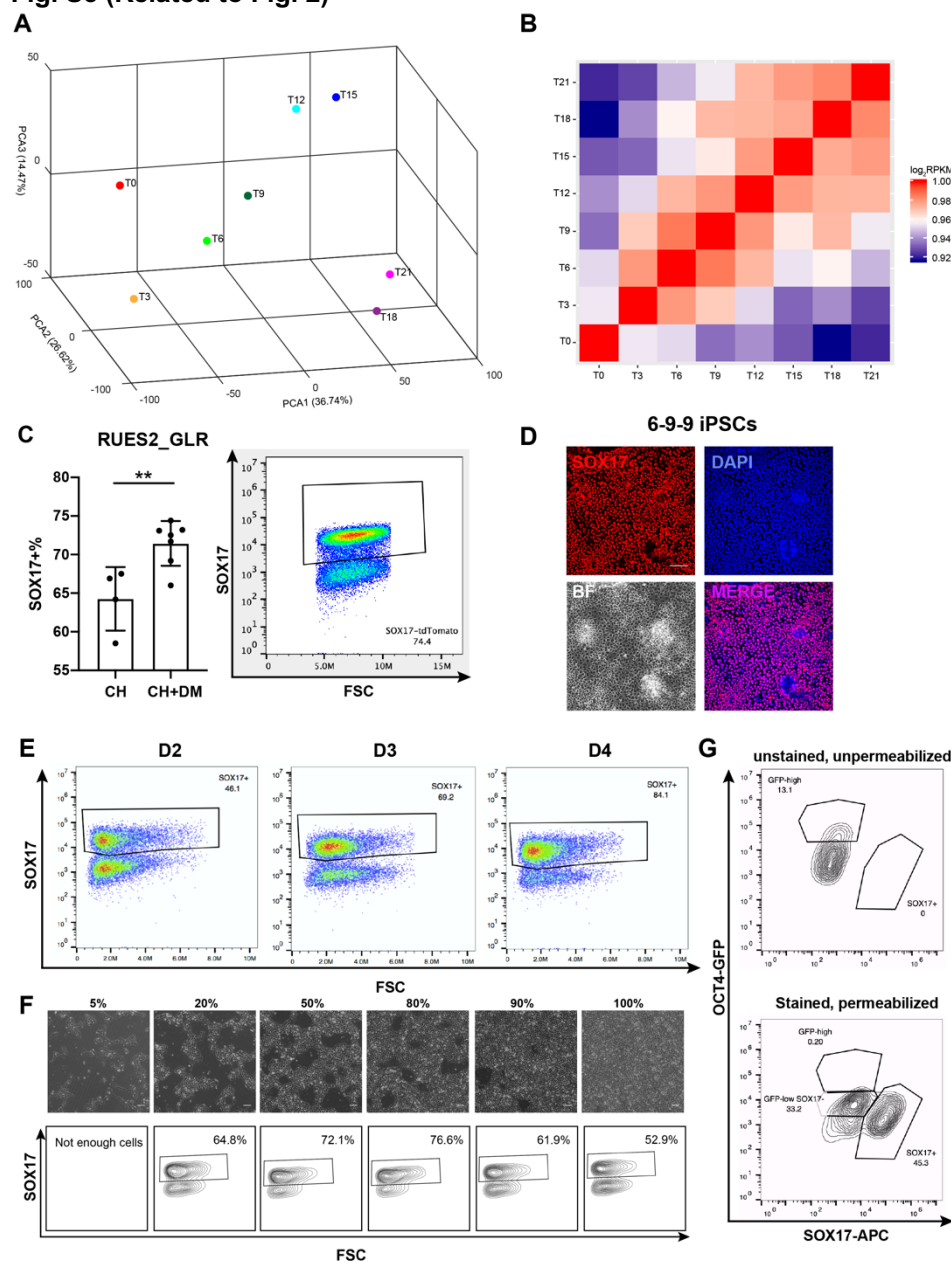

**Fig. S3.** (A) Human iPSC 19-9-11 cells were treated with 6  $\mu$ M CH in RPMI medium. At different time points, cells were collected for RNA sequencing for every three hours until 21 hours. PCA projection of differentiated cell samples during differentiation, colored by indicated time points. (B) Correlation heatmap of whole transcriptome of eight different samples. (C) RUES2 SOX17-tdTomato cells were treated with 3  $\mu$ M CH and 1  $\mu$ M DM in RPMI for 24 hours and then cultured in RPMI plus B-27 minus insulin supplement for another 3 days. On day 4, cells were analyzed for SOX17-tdTomato expression via flow cytometry. (D,E) Human iPSC 6-9-9 cells were treated with 1  $\mu$ M DM and 3  $\mu$ M CH in RPMI for 24 hours and then cultured in RPMI plus B-27 minus insulin supplement for another three days. Cells were analyzed for SOX17 expression by immunostaining on day 4 (D) or by flow cytometry from day 2 to day 5 (E). (F) Human iPSC 6-9-9 cells were differentiated via the GiBi protocol. On day 0, cells were differentiated with different starting densities (from 5 to 100% confluency). On day 4 of differentiation, cells initiated at different densities were analyzed for SOX17 expression by flow cytometry. (G) OCT4-GFP H1 cells were differentiated with GiBi protocol in suspension system. On D4, cells were collected for flow cytometry stained against SOX17. There were 45.3% SOX17+GFP- DE cells and 13.1% GFP+ undifferentiated cells on D4.

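Principal components were computed from log2(RPKM + 1) of the 17086 genes that passed the 10-read minimum and varied, each centred and scaled to unit variance. PC1 held 36.0% of the variance, PC2 23.1% and PC3 14.0%. The alternative that moved PC1 most was centring without scaling, which gave 46.9%. The PC1 scores were -83.2 at 0 h, -104.0 at 3 h, -53.8 at 6 h, -28.3 at 9 h, 20.9 at 12 h, 67.8 at 15 h, 76.85 at 18 h and 104 at 21 h. They followed time, with Pearson's r of 0.976 (p = 1.5e-04) and Spearman's rho of 0.976 (p = 4.0e-04), both from an exact permutation test over all pairings (two-sided). Without the 0 h and 21 h libraries r was 0.989 (p = 0.0028, exact permutation test over the other 6 libraries). Depth was lower from 12 h on, so the rise of the scores between 9 h and 12 h coincides with a step in depth. On PC2 the 0 h library scored 128, and the 7 treated libraries scored between -76.0 and 36.9. With 1 library per time point, the distance between neighbouring points holds both time and sampling differences.

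**Figure D3:**
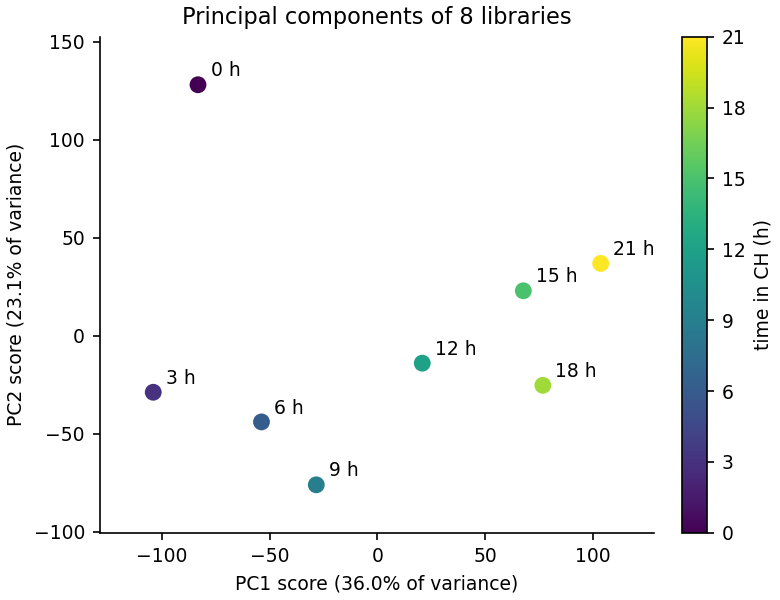
Scores of the 8 libraries on PC1 (horizontal axis, 36.0% of variance) and PC2 (vertical axis, 23.1% of variance). Each point is 1 library, labelled and coloured by hours in CH. The 0 h library stands apart on PC2 at 128, and the treated libraries run from 3 h on the left (-104.0) to 21 h on the right (104).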

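Pearson's r between libraries, computed across the 17087 genes on log2(RPKM + 1), was between 0.960 and 0.992 over the 28 pairs. These correlations are across genes, which are not independent replicates, so no p-value is given. The lowest was between 0 h and 18 h (0.960), and the highest between 6 h and 9 h (0.992). Libraries 3 h apart had r between 0.978 (0 h and 3 h) and 0.992. The 0 h library had r of 0.978 with 3 h, 0.977 with 6 h, 0.970 with 9 h, 0.970 with 12 h, 0.965 with 15 h and 0.960 with 21 h. The 18 h and 21 h libraries had r of 0.991. The alternative that moved the lowest value most was log2(RPKM + 0.1), with 0.943 between 0 h and 21 h.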

**Fig. S4 (Related to Fig. 5)**

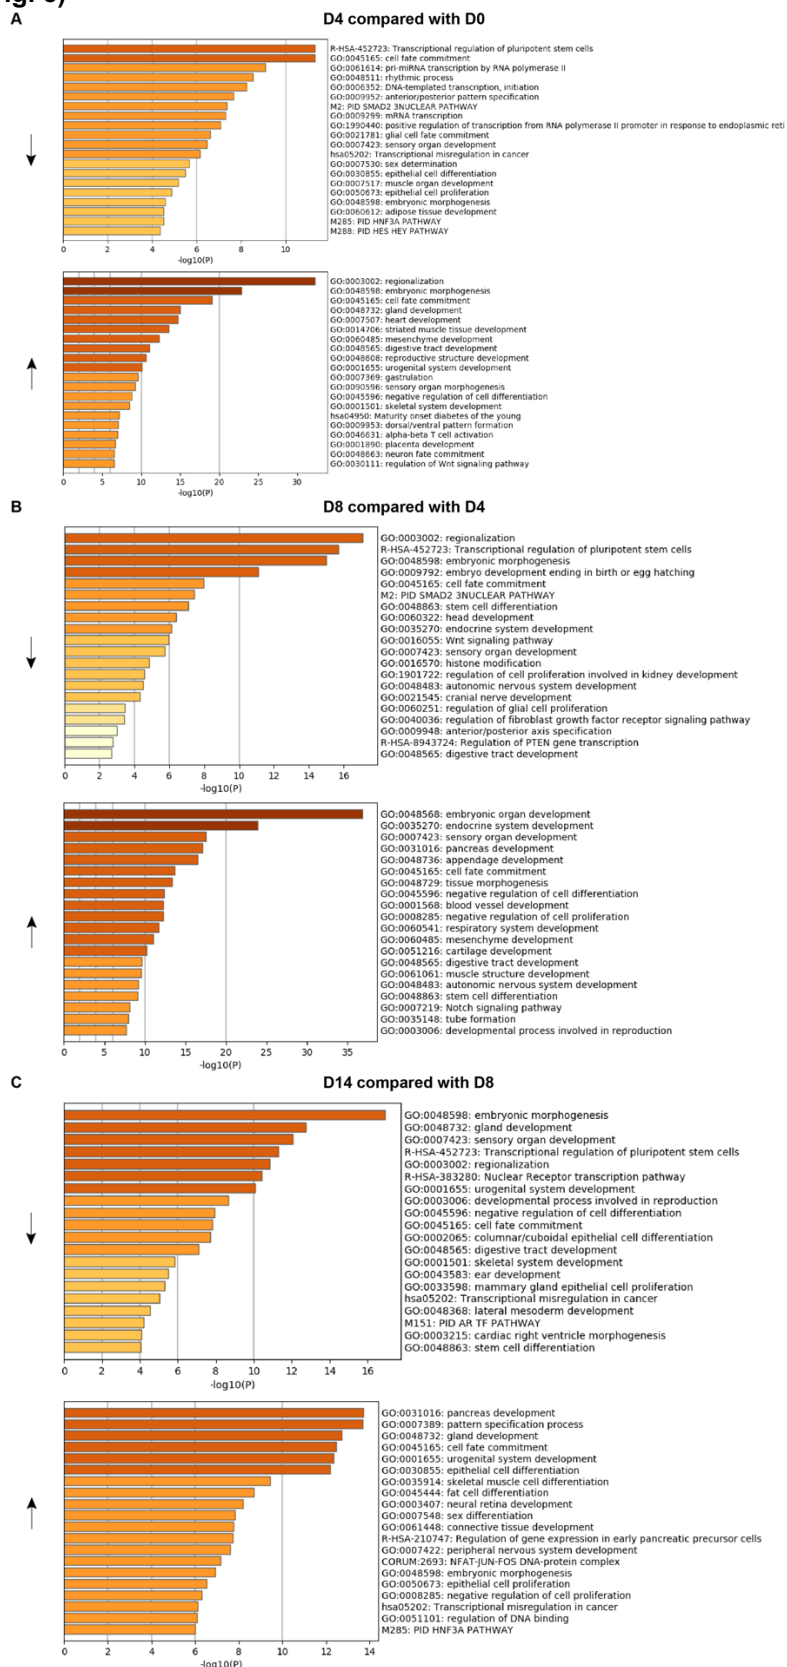

**Table S1: Expression of TGF- $\beta$  ligands in CH-treated hPSCs for 0 h or 21 hours from bulk RNA-seq. Upregulated genes are highlighted in green and downregulated ones in orange.**

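The ligand genes of the TGF-β family were compared between the 0 h and 21 h libraries, which have 19551284 reads on genes at 21 h and 26282895 at 0 h. Of 31 ligand genes, 21 had a higher and 10 a lower RPKM at 21 h. With TMM-normalized counts or DESeq2's size factors, 19 were higher and 12 lower. As a set, the 27 ligand genes past the 10-read minimum had a median change of 0.18 log2 units at 21 h, at percentile 69.9 of 10000 random sets matched on expression. At 3 h, 18 of these 27 were lower than at 0 h and 9 higher (median -0.29, percentile 0.03). With scaling to all reads on genes, the ratios' counting intervals lay above 1 for 14 genes and below 1 for 6. They included 1 for 11, of which 6 had fewer than 10 reads in both libraries. The intervals were not recomputed under the other scalings. Genes with a bound near 1, such as INHBE (1.07 to 1.37) and BMP6 (0.48 to 1.09), could change side there. With 1 library per time point, these intervals compare the libraries and not the conditions. Among the higher genes, BMP4 rose from 3.10 to 9.45 RPKM (ratio of reads 3.23, 95% interval 2.63 to 3.97). NRTN rose from 0.999 to 5.33 RPKM (ratio 5.33, interval 3.52 to 8.31), and GDF3 from 19.8 to 38.7 (ratio 1.96, interval 1.77 to 2.17). BMP5 had 4 reads at 0 h and 22 at 21 h (ratio 7.39, interval 2.51 to 29.5). Among the lower genes, LEFTY1 fell from 74.9 to 10.3 RPKM (ratio 0.138, interval 0.123 to 0.155) and LEFTY2 from 21.7 to 6.43 (ratio 0.297, interval 0.260 to 0.339). These near-identical genes can share reads, and both fell. TGFB1 fell from 17.1 to 6.59 RPKM (ratio 0.387, interval 0.341 to 0.437). BMP2 and GDF15 had ratios of 0.388 and 0.389. INHBA had 64 reads at 0 h and 0 at 21 h, which was at least 15.9-fold lower against a floor of 3 reads. ARTN and GDF6 were near 1 (1.09 and 1.01), and both were below 1 with TMM-normalized counts (0.953 and 0.878).

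**Figure D4:**
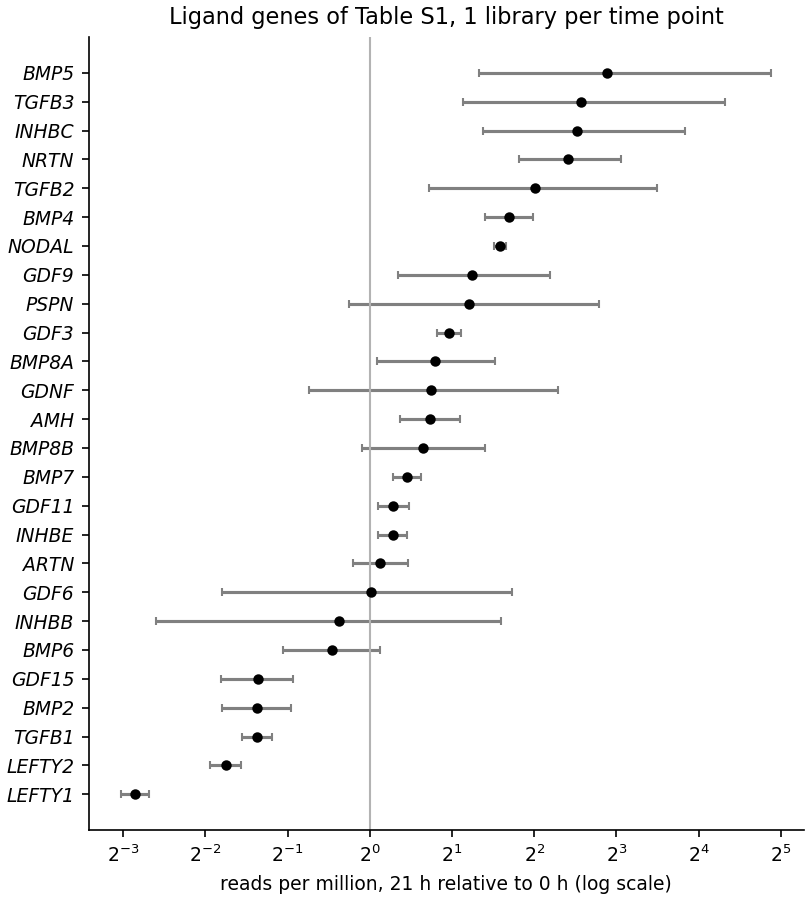
Ratio of RPM (reads scaled to the library's reads on genes) at 21 h to that at 0 h (horizontal axis, log scale with base 2) for the 26 ligand genes with more than 3 reads in both libraries, 1 per line. Points are ratios, bars are 95% intervals from the reads of 1 library each, and the grey line marks 1. LEFTY1 (0.138) is lowest and BMP5 (7.39) highest, with the widest bars on genes of few reads. The other 5 genes are not drawn.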

|               | T0         | T21        |
|---------------|------------|------------|
| <i>NODAL</i>  | 40.5646035 | 121.910605 |
| <i>TGFB1</i>  | 17.0573244 | 6.59393254 |
| <i>TGFB2</i>  | 0.04640755 | 0.18715772 |
| <i>TGFB3</i>  | 0.05501382 | 0.32540361 |
| <i>INHBA</i>  | 1.11956025 | 0          |
| <i>INHBB</i>  | 0.08315107 | 0.06387453 |
| <i>INHBC</i>  | 0.09220856 | 0.52681492 |
| <i>INHBE</i>  | 8.41511378 | 10.2001231 |
| <i>BMP2</i>   | 2.59689663 | 1.0067133  |
| <i>BMP3</i>   | 0.01327086 | 0          |
| <i>BMP4</i>   | 3.10034327 | 9.44989031 |
| <i>BMP5</i>   | 0.07013374 | 0.51854639 |
| <i>BMP6</i>   | 1.04319278 | 0.75961687 |
| <i>BMP7</i>   | 5.47446838 | 7.47355386 |
| <i>BMP8a</i>  | 0.21697467 | 0.37636156 |
| <i>BMP8b</i>  | 0.30907847 | 0.48474513 |
| <i>GDF3</i>   | 19.7698081 | 38.6531585 |
| <i>GDF5</i>   | 0          | 0.04390346 |
| <i>GDF6</i>   | 0.08224276 | 0.08291953 |
| <i>GDF7</i>   | 0.05724306 | 0.12825359 |
| <i>GDF9</i>   | 0.37002775 | 0.81929691 |
| <i>GDF10</i>  | 0.08624304 | 0          |
| <i>GDF11</i>  | 5.01812216 | 6.12663683 |
| <i>GDF15</i>  | 6.24614032 | 2.42950771 |
| <i>GNDF</i>   | 0.08552603 | 0.14371637 |
| <i>ARTN</i>   | 3.36634748 | 3.68346415 |
| <i>NRTN</i>   | 0.99943759 | 5.32786779 |
| <i>PSPN</i>   | 0.5654626  | 1.3031218  |
| <i>LEFTY1</i> | 74.8549381 | 10.3490391 |
| <i>LEFTY2</i> | 21.6606487 | 6.43144534 |
| <i>AMH</i>    | 2.24268026 | 3.72268063 |

**Table S2: Cost of Activin A-based or small molecule-based protocols for DE generation**

| One well of six-well plate (D1-D4)        |                          |                     |        |              |              |        |             |
|-------------------------------------------|--------------------------|---------------------|--------|--------------|--------------|--------|-------------|
| Hogrebe et al, Nature Biotechnology, 2020 |                          |                     |        |              |              |        |             |
| name                                      | Source                   | Final concentration | volume | Total amount | Unit price   | price  | Total price |
| Activin A                                 | R&D systems; 338-AC-050  | 100ng/mL            | 8mL    | 800ng        | \$5.18/ug    | \$4.14 | \$4.17      |
| CHIR99021                                 | Cayman Chemical; 13122   | 3uM                 | 2mL    | 6nmole       | \$5.23/umole | \$0.03 |             |
| GiBi                                      |                          |                     |        |              |              |        |             |
| name                                      | Source                   | Final concentration | volume | Total amount | Unit price   | price  | Total price |
| CHIR99021                                 | Cayman Chemical; 13122   | 3uM                 | 2mL    | 6nmole       | \$5.23/umole | \$0.03 | \$0.04      |
| Dorsomorphin                              | Selleck Chemicals; S7306 | 1uM                 | 2mL    | 2nmole       | \$6.9/umole  | \$0.01 |             |

**Table S3: Pancreatic differentiation using different hPSC lines in this study and list of pancreatic progenitor efficiency at the end of stage 4 from the representative publications over the past five years.**

| Cell line                                                | SOX17+%(D4) | FOXA2+%(D4)             | PDX1+%     | NKX6-1+%   |
|----------------------------------------------------------|-------------|-------------------------|------------|------------|
| H1 hESC                                                  | 87.2        | 88                      | 85.7 (D14) | 70 (D14)   |
| HUES8 hESC                                               | 80.8        | 92.5                    | 99.5 (D10) | 34.6 (D16) |
| IMR90C4 iPSC                                             | 68.4        | 83.8                    | 64.5 (D10) | 15 (D17)   |
| H9 hESC                                                  | 85          | 85                      | 58 (D14)   | -          |
| 6-9-9 iPSC                                               | 84.1        | -                       | -          | -          |
| RUES2_GLR hESC                                           | 74.4        | -                       | -          | -          |
| 19-9-7 iPSC                                              | 75          | -                       | -          | -          |
| <b>PDX1+NKX6.1+%(end of stage 4) in previous studies</b> |             |                         |            |            |
| Nostro et al., 2015                                      |             | 73.8%                   |            |            |
| Millman et al., 2016                                     |             | 52-88%                  |            |            |
| Toyoda et al., 2017                                      |             | 60.7%                   |            |            |
| Memon et al., 2018                                       |             | 68.4% (90.1% modified)  |            |            |
| Sharon et al., 2019                                      |             | 70%                     |            |            |
| Nair et al., 2019                                        |             | >70%                    |            |            |
| Rosado-Olivieri et al., 2019                             |             | 55-61.2%                |            |            |
| Mahaddalkar et al., 2020                                 |             | 40-50% (62.5% modified) |            |            |

**Table S4: Key reagents or resources used in this paper:**

| REAGENT or RESOURCE                                  | SOURCE                    | IDENTIFIER                          |
|------------------------------------------------------|---------------------------|-------------------------------------|
| <b>Antibodies</b>                                    |                           |                                     |
| Anti-SOX17, 1:200                                    | R&D systems               | Cat# AF1924<br>RRID: AB_355060      |
| Anti-SOX17-APC, 1:50                                 | R&D systems               | Cat# IC1924A<br>RRID: AB_1964715    |
| Anti-FOXA2, 1:500                                    | Cell signaling Technology | Cat# 8186s<br>RRID: AB_10891055     |
| Anti-PDX1, 1:500 (IF), 1:250 (FC)                    | R&D systems               | Cat# AF2419<br>RRID: AB_355257      |
| Anti-NKX6.1, 1:300 (IF), 1:400 (FC)                  | DSHB                      | Cat# F55A10-s<br>RRID: AB_532378    |
| Anti-cTNT, 1:200                                     | Thermal Scientific        | Cat# MA5-12960<br>RRID: AB_11000742 |
| Anti-MHC, 1:30                                       | DSHB                      | Cat# MF20-s<br>RRID: AB_2147781     |
| Anti-C-peptide, 1:300                                | DSHB                      | Cat# GN-ID4-s<br>RRID: AB_2255626   |
| Anti-proglucagon, 1:1000                             | Cell signaling Technology | Cat# 8233<br>RRID: AB_10859908      |
| Anti-NKX2.2, 1:300                                   | DSHB                      | Cat#74.5A5<br>RRID: AB_531794       |
| Anti-ISL1, 1:30                                      | DSHB                      | Cat#39.4D5-s<br>RRID: AB_2314683    |
| Anti-PAX6, 1:50                                      | DSHB                      | Cat#PAX6<br>RRID: AB_528427         |
| <b>Chemicals, Peptides, and Recombinant Proteins</b> |                           |                                     |
| iMatrix-511                                          | Stemgent                  | Cat# NP892012                       |
| Y-27632 (hydrochloride)                              | Cayman Chemical Company   | Cat# 10005583                       |
| CHIR99021                                            | Cayman Chemical Company   | Cat# 13122                          |
| Dorsomorphin                                         | Sigma-Aldrich             | Cat# P5499-5MG                      |
| Human Serum Albumin                                  | Biological Industries     | Cat# 05-720-1B                      |
| SANT-1                                               | Tocris                    | Cat# 1974                           |
| Retinoic acid                                        | Sigma-Aldrich             | Cat# R2625-100MG                    |
| PDBu                                                 | Cell signaling Technology | Cat# 12808S                         |
| Nicotinamide                                         | Sigma-Aldrich             | Cat# N0636-100G                     |
| Recombinant human EGF                                | R&D systems               | Cat# 236-EG-200                     |
| A83-01                                               | Sigma-Aldrich             | Cat# SML0788-5MG                    |
| Recombinant human FGF10                              | PeproTech                 | Cat# 10026                          |
| Recombinant human BMP4                               | R&D systems               | Cat# 314-BP-010                     |
| Chemically Defined Lipid Concentrate                 | ThermoFisher              | Cat# 11905031                       |
| Recombinant Activin A                                | R&D systems               | Cat# 338-AC-050                     |
| Forskolin                                            | Cayman Chemical Company   | Cat# 11018                          |
| Wnt-C59                                              | Selleck Chemicals         | Cat# S7037                          |
| Fluo-4AM                                             | Thermo Scientific         | Cat#F14217                          |
| <b>Critical Commercial Assays</b>                    |                           |                                     |
| Human insulin Elisa kit                              | Alpco                     | Cat# 80-INSHU-E01.1                 |
| Direct-zol RNA MiniPrep Plus kit                     | Zymo research             | Cat# R2071                          |
| Maxima First Strand cDNA synthesis kit               | ThermoFisher              | Cat# K1641                          |
| SYBR Green PCR master mix                            | ThermoFisher              | Cat# 4367659                        |
| RNA clean & concentrator kit                         | Zymo Research             | Cat# R1013                          |
| TruSeq Stranded mRNA library kit                     | illumina                  | Cat# 20020594                       |
| <b>Deposited Data</b>                                |                           |                                     |
| Raw and analyzed data                                | This study                | GEO: GSE142572<br>GEO: GSE146985    |

| Experimental Models: Cell Lines |                                                         |                                                                                                                                                                                                |
|---------------------------------|---------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| H9 (WA09) hESC line             | WiCell Research Institute                               | NIH approval: NIHhESC-10-0062                                                                                                                                                                  |
| H1 (WA01) hESC line             | WiCell Research Institute                               | NIH approval: NIHhESC-10-0043                                                                                                                                                                  |
| H1 OCT4-GFP hESC line           | WiCell Research Institute                               | NIH approval: NIHhESC-10-0043                                                                                                                                                                  |
| HUES8 hESC line                 | Harvard University                                      | N/A                                                                                                                                                                                            |
| IMR90C4 human iPSC line         | WiCell Research Institute                               | N/A                                                                                                                                                                                            |
| 6-9-9 human iPSC line           | WiCell Research Institute                               | N/A                                                                                                                                                                                            |
| 19-9-11 human iPSC line         | WiCell Research Institute                               | N/A                                                                                                                                                                                            |
| RUES-GLR reporter hESC line     | Rockefeller University                                  | N/A                                                                                                                                                                                            |
| SOX17-mCherry H9 hESC line      | Dr. Ed Stanley lab, Murdoch Children Research Institute | N/A                                                                                                                                                                                            |
| Oligonucleotides                |                                                         |                                                                                                                                                                                                |
| Gene name                       | Forward primer                                          | Reverse primer                                                                                                                                                                                 |
| GAPDH                           | GTGGACCTGACCTGCCGTCT                                    | GGAGGAGTGGGTGTCGCTGT                                                                                                                                                                           |
| NANOG                           | CGAAGAATAGCAATGGTGTGACG                                 | TTCCAAAGCAGCCTCCAAGTC                                                                                                                                                                          |
| SOX2                            | CAAGATGCACAACCTCGGAGA                                   | GTTTCATGTGCGCGTAACTGT                                                                                                                                                                          |
| OCT4                            | CAGTGCCCGAAACCCACAC                                     | GGAGACCCAGCAGCCTCAAA                                                                                                                                                                           |
| T                               | AAGAAGGAAATGCAGCCTCA                                    | TACTGCAGGTGTGAGCAAGG                                                                                                                                                                           |
| MIXL1                           | CGCCGGACCCGGTACCCCGA                                    | CGCCGAGACTTGGCAGCCTGT                                                                                                                                                                          |
| GSC                             | GAGGAGAAAGTGGAGGTCTGGTT                                 | CTCTGATGAGGACCGCTTCTG                                                                                                                                                                          |
| FOXA2                           | GGGAGCGGTGAAGATGGA                                      | TCATGTTGCTCACGGAGGAGTA                                                                                                                                                                         |
| SOX17                           | GGCGCAGCAGAATCCAGA                                      | CCACGACTTGCCAGCAT                                                                                                                                                                              |
| AFP                             | CTTTGGGCTGCTCGCTATGA                                    | GCATGTTGATTTAACAAGCTGCT                                                                                                                                                                        |
| HNF4A                           | CGAAGGTCAAGCTATGAGGACA                                  | ATCTGCGATGCTGGCAATCT                                                                                                                                                                           |
| TBX3                            | CCCGGTTCCACATTGTAAGAG                                   | GTATGCAGTCACAGCGATGAAT                                                                                                                                                                         |
| Software and Algorithms         |                                                         |                                                                                                                                                                                                |
| ImageJ                          | Schneider et al., 2012                                  | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                                                                                            |
| FlowJo V10                      |                                                         | <a href="https://www.flowjo.com/solutions/flowjo/downloads">https://www.flowjo.com/solutions/flowjo/downloads</a>                                                                              |
| HISAT2                          | Kim et al., 2015                                        | <a href="http://dx.doi.org/10.1038/nmeth.3317">http://dx.doi.org/10.1038/nmeth.3317</a>                                                                                                        |
| Rpkmforgenes                    | Sandberg lab                                            | <a href="http://sandberg.cmb.ki.se/media/data/rnaseq/instructions-rpkmforgenes.html">http://sandberg.cmb.ki.se/media/data/rnaseq/instructions-rpkmforgenes.html</a>                            |
| Gene-E                          |                                                         | <a href="https://software.broadinstitute.org/GENE-E/">https://software.broadinstitute.org/GENE-E/</a>                                                                                          |
| FastQC                          |                                                         | <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a>                                                              |
| Kallisto quant                  | Bray et al., 2016                                       | <a href="http://dx.doi.org/10.1038/nbt.3519">http://dx.doi.org/10.1038/nbt.3519</a>                                                                                                            |
| Deseq2                          | Love et al., 2014                                       | <a href="http://dx.doi.org/10.1186/s13059-014-0550-8">http://dx.doi.org/10.1186/s13059-014-0550-8</a>                                                                                          |
| Limma-voom                      | Law et al., 2014<br>Liu et al., 2015                    | <a href="http://dx.doi.org/10.1186/gb-2014-15-2-r29">http://dx.doi.org/10.1186/gb-2014-15-2-r29</a><br><a href="http://dx.doi.org/10.1093/nar/gkv412">http://dx.doi.org/10.1093/nar/gkv412</a> |
| Morpheus                        |                                                         | <a href="https://software.broadinstitute.org/morpheus">https://software.broadinstitute.org/morpheus</a>                                                                                        |
| Metascape                       | Zhou et al., 2019                                       | <a href="http://metascape.org/gp/index.html#/main/step1">http://metascape.org/gp/index.html#/main/step1</a>                                                                                    |
| Prism8 Graphpad                 |                                                         | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                                                                          |

**Video S1.** Sox17-mCherry H9 cells were treated with 5  $\mu$ M CH in RPMI for 24 hours and then cultured in RPMI plus B-27 minus insulin supplement for two days. On day 3, cells were treated with 2  $\mu$ M Wnt-C59 for two days, followed by media change to RPMI plus B-27 supplement from day 5. Video of beating cardiomyocytes was taken on day 9.

**Video S2.** RUES2\_GLR cells (SOX17-tdTomato) were treated with 3  $\mu$ M CH in RPMI for 24 hours and then cultured in RPMI with B27 minus insulin supplement. Time-lapse imaging was performed from day 2 to day 3 of differentiation.

# Supplementary material for: Generation of pancreatic progenitors from human pluripotent stem cells by small molecules
**Source:** Stem Cell Reports. 2021 Aug 26;16(9):2395–409. doi: 10.1016/j.stemcr.2021.07.021
**Supplement:** Document S2. Article plus supplemental information

# Generation of pancreatic progenitors from human pluripotent stem cells by small molecules

Yuqian Jiang,<sup>1,2</sup> Chuanxin Chen,<sup>1,6</sup> Lauren N. Randolph,<sup>1,2</sup> Songtao Ye,<sup>5</sup> Xin Zhang,<sup>5</sup> Xiaoping Bao,<sup>4</sup> and Xiaojun Lance Lian<sup>1,2,3,\*</sup>

<https://doi.org/10.1016/j.stemcr.2021.07.021>

## SUMMARY

Human pluripotent stem cell (hPSC)-derived pancreatic progenitors (PPs) provide promising cell therapies for type 1 diabetes. Current PP differentiation requires a high amount of Activin A during the definitive endoderm (DE) stage, making it economically difficult for commercial ventures. Here we identify a dose-dependent role for Wnt signaling in controlling DE differentiation without Activin A. While high-level Wnt activation induces mesodermal formation, low-level Wnt activation by a small-molecule inhibitor of glycogen synthase kinase 3 is sufficient for DE differentiation, yielding SOX17<sup>+</sup>FOXA2<sup>+</sup> DE cells. BMP inhibition further enhances this DE differentiation, generating over 87% DE cells. These DE cells could be further differentiated into PPs and functional  $\beta$  cells. RNA-sequencing analysis of PP differentiation from hPSCs revealed expected transcriptome dynamics and new gene regulators during our small-molecule PP differentiation protocol. Overall, we established a robust growth-factor-free protocol for generating DE and PP cells, facilitating scalable production of pancreatic cells for regenerative applications.

## INTRODUCTION

Human pluripotent stem cells (hPSCs), including human embryonic stem cells (hESCs) (Thomson et al., 1998) and human induced pluripotent stem cells (iPSCs) (Takahashi and Yamanaka, 2006; Yu et al., 2007), can proliferate virtually indefinitely while maintaining the capacity to differentiate to a broad diversity of cell types. Because of these two unique properties, hPSCs are widely used as an *in vitro* model to study human development (Murry and Keller, 2008) and appreciatory cell sources for cell-based therapies (Randolph et al., 2017).

During human embryonic development, epiblast cells undergo the epithelial-mesenchymal transition to generate mesendoderm cells (Shook and Keller, 2003), which then give rise to the mesoderm or endoderm. This temporal and spatial determination of cell fate from epiblast cells depends on signaling cues in the surrounding environment, such as ligands from fibroblast growth factor (FGF) (Yu et al., 2011); the transforming growth factor (TGF)- $\beta$  superfamily, including Activin/Nodal signaling and bone morphogenetic protein (BMP) signaling (Laflamme et al., 2007); and Wnt signaling (Lian et al., 2012). For example, in *Xenopus*, presumptive ectoderm can be re-specified into either mesoderm or endoderm by *Nodal* expression (Schier, 2003; Whitman, 2001). Similarly, during murine development, *Nodal* mutant embryos fail to form the

mesendoderm and primitive streak (Conlon et al., 1994; Zhou et al., 1993). Using a hPSC differentiation model, researchers discovered that definitive endoderm (DE) differentiation of hPSCs is induced by high-dose Activin A treatment for multiple days (D'Amour et al., 2005; Xu et al., 2011).

In addition to the central role of Activin/Nodal signaling in endoderm differentiation, there is accumulating evidence that Wnt signaling plays a critical role in endoderm development. For instance, *Wnt3a* mutant mouse embryos lack the ability to form the primitive streak structure and also lack *Nodal* expression (Liu et al., 1999). Therefore, it is speculated that Wnt activation could induce *Nodal* expression. Indeed, NODAL expression in differentiated cells was reported upon activation of Wnt signaling in hPSCs (Lian et al., 2012). Because Wnt signaling is important in both mesoderm and endoderm development, it is unclear how pluripotent cells interpret Wnt signaling in two opposing ways: promoting mesoderm or endoderm differentiation. Here we systematically investigate Wnt signaling activity during hPSC differentiation and discover a dose-dependent Wnt signaling mechanism that controls mesoderm or endoderm specification. While high-level activation of the Wnt pathway induces mesoderm formation (Lian et al., 2012), low-level Wnt activation is sufficient to drive multiple hPSC lines to differentiate into DE cells, in part by directly inducing NODAL expression.

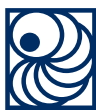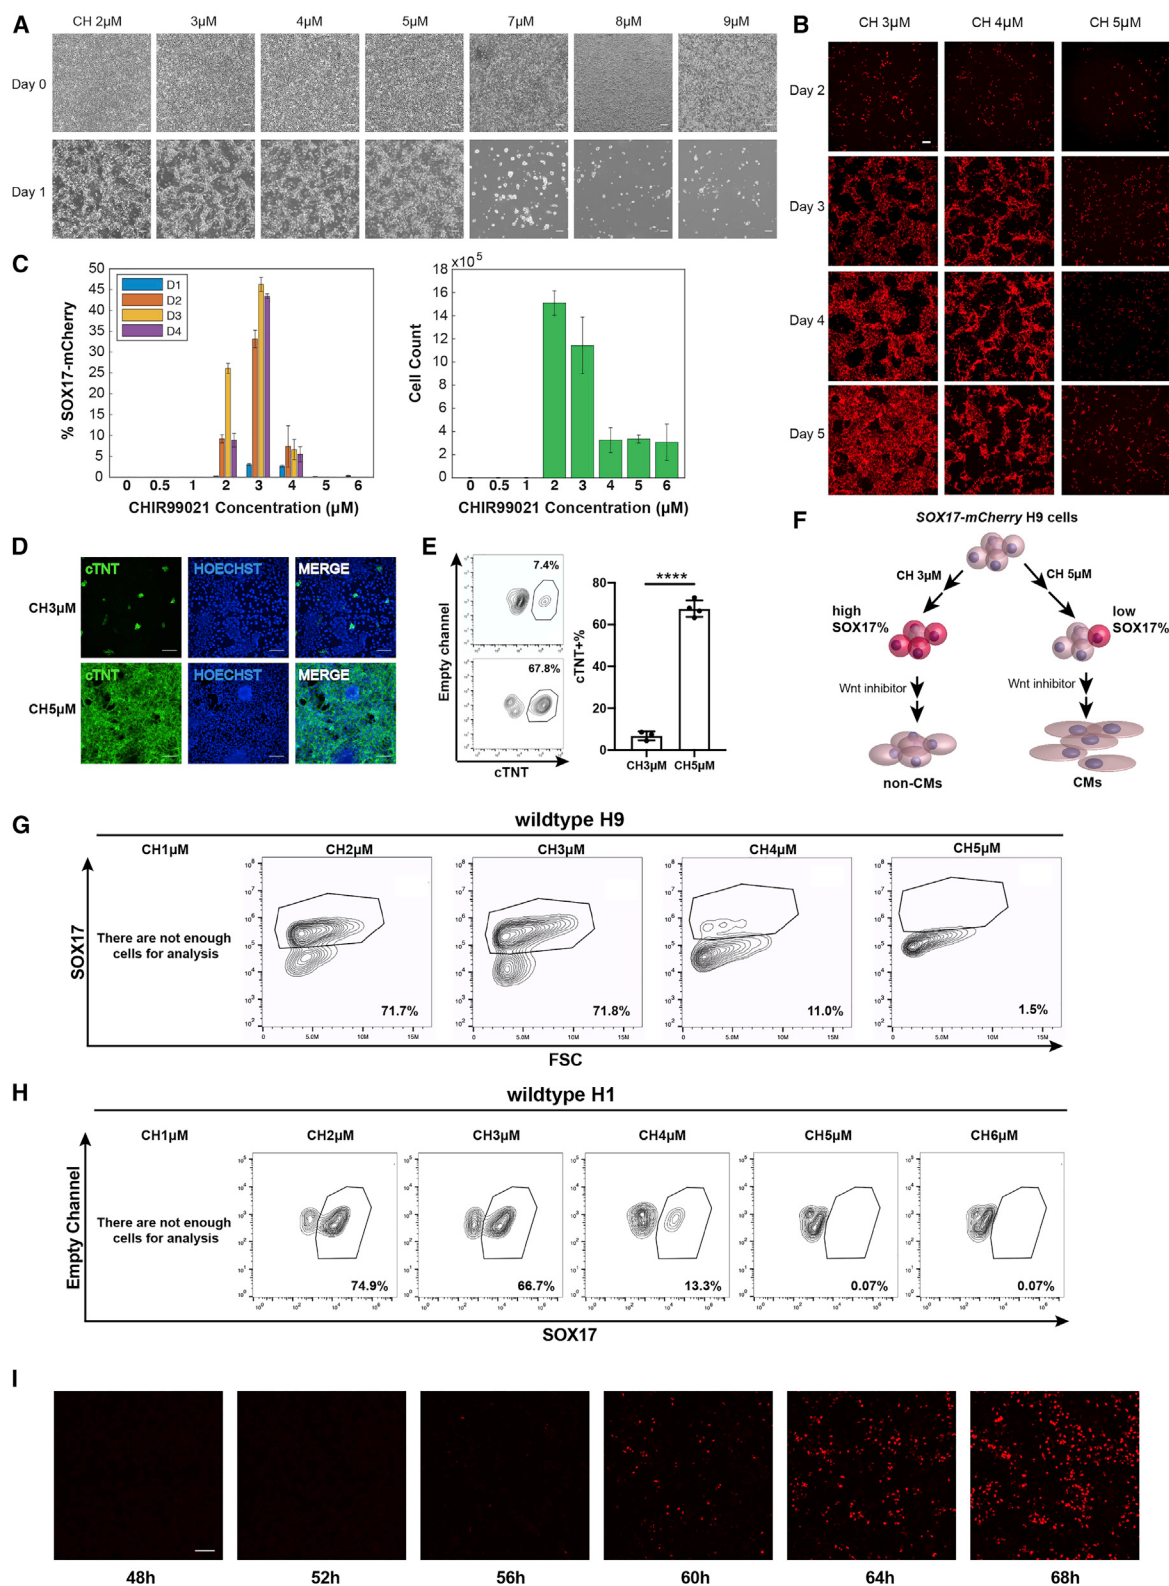

(legend on next page)

Furthermore, we demonstrate that Wnt activation coupled with inhibition of BMP signaling further enhances DE differentiation, yielding over 85% SOX17<sup>+</sup>FOXA2<sup>+</sup> DE cells in 4 days. These DE cells could be further differentiated into pancreatic progenitors (PPs) and  $\beta$  cells in the absence of growth factors. Our approach eliminates the growth factor requirement to produce DE cells and PPs, which could further be differentiated into functional  $\beta$  cells.

## RESULTS

### Differential activation of Wnt pathway leads to distinct cell fates in hPSCs

To probe how the differentiation trajectories can be affected by differential activation of the canonical Wnt pathway, we treated a *SOX17-mCherry* knockin H9 line (Ng et al., 2016) with a glycogen synthase kinase 3 (GSK3) inhibitor, CHIR99021 (CH), at different concentrations in RPMI medium for 24 h (Figure 1A). We noticed that CH at the highest concentration was toxic to hPSCs, thus causing massive cell death. Cells treated with CH at a very low concentration (<2  $\mu$ M) also underwent apoptosis because of insufficient differentiation of hPSCs in RPMI. For example, for the H9 cells, only cells treated with 2–5  $\mu$ M CH survived after 24-h CH treatment (Figure 1A). To investigate whether these CH-treated cells show distinct differential potential, we continued culturing the cells as in our GiWi protocol (Lian et al., 2012), that is, in RPMI with B-27 minus insulin supplement for 2 days, then with treatment with a Wnt inhibitor (Wnt-C59) for 2 days, followed by culture in RPMI with B-27 supplement for another 8 days (Figures 1B–1F and S1). Interestingly, during differentiation, whereas many mCherry<sup>+</sup> cells were observed in

the 3  $\mu$ M CH treatment condition, few mCherry<sup>+</sup> cells were generated in the 5  $\mu$ M CH treatment condition (Figures 1B and S1). Furthermore, 3  $\mu$ M CH treatment-induced cells retained mCherry expression on day 9 of differentiation, whereas most of the cells in the 4 or 5  $\mu$ M CH treatment lost mCherry expression after day 7 (Figure S1), indicating that cells treated with different CH concentrations may vary in their differentiation trajectories. To quantify the percentage of SOX17<sup>+</sup> cells upon CH treatment, we performed flow cytometry analysis of mCherry expression with cells from day 1 to day 4. It turned out that the maximum percentage of mCherry<sup>+</sup> cells was achieved with 3  $\mu$ M CH treatment (Figure 1C). The maximum number of cells was achieved with 2–3  $\mu$ M CH treatment (Figures 1C and S1B). Eventually, while 5  $\mu$ M CH treatment-derived cells robustly yielded cardiomyocytes, 3  $\mu$ M CH treatment-derived cells produced few cTNT<sup>+</sup> cardiomyocytes as shown by cTNT immunostaining (Figure 1D). Flow cytometry analysis of day 13 differentiated cells revealed that 67.6%  $\pm$  3.9% of cTNT<sup>+</sup> cells were generated under 5  $\mu$ M CH treatment. However, 3  $\mu$ M CH treatment produced only 6.8%  $\pm$  2.1% cTNT<sup>+</sup> cardiomyocytes ( $p < 0.0001$ , t test, 3 versus 5  $\mu$ M) (Figure 1E). In addition, spontaneous contracting cardiomyocytes were observed in the 5  $\mu$ M CH treatment condition (Video S1). These results indicate that CH treatment at a high dose leads to mesodermal cells with low SOX17 expression and further robust cardiomyocyte differentiation, whereas CH at a lower dose can induce hPSCs to become endodermal populations with high SOX17 expression (Figure 1F). To understand whether other hPSC lines show a similar dose-dependent differentiation pattern, we treated wild-type H9 and H1 cells with CH at different concentrations. On day 4 of differentiation, cells were collected and analyzed for SOX17 expression by

### Figure 1. Activation of Wnt pathway to different levels leads to distinct cell fates in hPSCs

On day 0, *SOX17-mCherry* knockin H9 cells were treated with CH at different concentrations in RPMI medium for 24 h and then cultured in RPMI plus B-27 minus insulin supplement for another 48 h without CH. On day 3, cells were treated with 2  $\mu$ M Wnt inhibitor C59 for 48 h and then the medium was changed to the RPMI plus B-27 supplement.

(A) Representative bright-field images were taken on day 0 and day 1. Scale bar, 100  $\mu$ m.

(B) Representative mCherry images of cells treated with CH at 3, 4, or 5  $\mu$ M were taken from day 2 to day 5. Scale bar, 100  $\mu$ m.

(C) Flow cytometry analysis of mCherry expression and number of cells in *SOX17-mCherry* H9 cells from day 1 to day 4. Error bars represent SEM of three independent replicates.

(D and E) *SOX17-mCherry* knockin H9 cells treated with CH at 3 or 5  $\mu$ M on day 0 were analyzed on day 13 for cTNT expression by immunostaining (D) or flow cytometry (E). Scale bar, 100  $\mu$ m. Error bars represent the SD of three or four independent experiments. \*\*\*\* $p < 0.0001$ , 3  $\mu$ M CH versus 5  $\mu$ M CH; Student's t test.

(F) Diagram summarizing that *SOX17-mCherry* knockin H9 cells treated with 3  $\mu$ M CH had high percentage of SOX17-expressing cells and became non-cardiomyocytes (CMs), while 5  $\mu$ M CH induced low SOX17 expression and CM cell fate.

(G and H) Unmodified H9 cells (G) or H1 cells (H) were treated with CH at different concentrations similar to the cells in (D). On day 4, the cells were collected for flow cytometry against SOX17.

(I) RUES2\_GLR cells (*SOX17-tdTomato*) were treated with 3  $\mu$ M CH in RPMI for 24 h and then cultured in RPMI with B-27 minus insulin supplement. Time-lapse imaging was performed from day 2 to day 3 of differentiation. Representative images were shown at indicated time points. Scale bar, 100  $\mu$ m.

See also Figures S1 and S2 and Videos S1 and S2.

flow cytometry. As expected, for H9 and H1 cells, the maximum percentage of SOX17<sup>+</sup> cells was obtained with 2 or 3  $\mu$ M CH treatment, consistent with the trend observed in *SOX17-mCherry* H9 cells (Figures 1G and 1H). To study the kinetic patterns of SOX17 expression during CH-induced endoderm differentiation, we treated RUES2\_GLR reporter cells, which contain a *SOX17-tdTomato* knockin cassette, with 3  $\mu$ M CH in RPMI and then cultured the cells in RPMI plus B-27 minus insulin supplement. Time-lapse imaging was performed from day 2 to day 3 of differentiation (Figure 1I, Video S2). SOX17-tdTomato expression was observed at 60 h of differentiation. Together, these results demonstrate that hPSCs can be differentiated to distinct cell fates by different levels of Wnt signaling activation.

### CH-induced DE differentiation is dependent on the low activity of insulin signaling

Recently, Li et al. reported a 3-day DE differentiation protocol using both Activin A and CH (Li et al., 2019). Specifically, they demonstrated that both Activin A and CH were required for DE differentiation since no SOX17<sup>+</sup> cells were generated via CH treatment alone. To determine why CH alone induced SOX17 expression in our protocol, we compared our culture medium with the Li et al. culture medium (Li et al., 2019). While we used RPMI (without B-27 minus insulin supplement for 24 h and with for 3 days) as our basal medium, Li et al. used Advanced RPMI as their basal medium. Whereas RPMI has no insulin, Advanced RPMI contains 10 mg/L insulin. Multiple previous studies have pointed out the role of insulin in supporting self-renewal and pluripotency and in antagonizing mesendodermal differentiation (Anderson et al., 2017; Freund et al., 2008; McLean et al., 2007; Wang et al., 2007; Yu and Cui, 2016). In 2007, McLean and colleagues demonstrated that two conditions were required for DE generation: signaling by Activin/Nodal family members and exclusion of inhibitory signaling generated by PI3K through insulin/IGF (McLean et al., 2007). To further investigate whether this is the reason for DE abolishment with CH alone in Advanced RPMI media as reported by Li et al., we treated *OCT4-GFP* H1 cells with CH and added 10 mg/L insulin at different times in insulin-free RPMI medium (Figure S2A). Insulin treatment throughout the entire differentiation process greatly restricted hPSCs from exiting pluripotency (Figure S2B). Under this condition, around 22% of the cells retained OCT4 expression, significantly higher than no insulin treatment ( $22.6\% \pm 7.3\%$  versus  $0.8\% \pm 0.2\%$ ,  $p < 0.001$ ) (Figure S2C), and the fewest FOXA2<sup>+</sup> (8.71%–10.3%) and SOX17<sup>+</sup> (9.45%–12.2%) cells were generated (Figure S2C). Cells with no insulin treatment yielded 49.7%–51.7% SOX17<sup>+</sup> and 48.7%–55.3% FOXA2<sup>+</sup> cells, and 0.6%–1% OCT4<sup>+</sup> cells. Our result was

consistent with those of the Li et al. paper, in which they demonstrated that JNK-JUN signaling, which can be activated by insulin, functioned as a barrier to pluripotency exit (Li et al., 2019). In addition, unlike cells treated with insulin for 4 days, cells treated with insulin at a late stage of differentiation (e.g., from day 3 to day 4) did not show a statistically significant difference from the no-insulin-treated cells in GFP, FOXA2, or SOX17 expression, indicating that hPSCs in the first 2 days of differentiation are more sensitive to insulin treatment than during the late stage of differentiation (Figures S2B and S2C). This provides additional evidence that early stages of hPSC differentiation are of vital importance for pluripotency exit and lineage specification.

### Inhibition of BMP signaling enhances CH-induced DE differentiation from hPSCs

To understand the mechanism underlying CH-induced DE differentiation, we collected hPSCs treated with CH within 24 h for bulk RNA-sequencing (RNA-seq) analysis. Several TGF- $\beta$  signaling ligands, including *NODAL*, *TGFB3*, and *TGFB2*, were significantly upregulated upon CH treatment, indicating that CH-treated cells produced endogenous Nodal/TGF- $\beta$  signaling ligands, which may play critical roles in DE differentiation (Figures 2A, S3A, and S3B, Table S1). This finding is consistent with previous publications (Funa et al., 2015; Kozmikova and Kozmik, 2020; Lian et al., 2012). Activation of  $\beta$ -catenin via CH treatment promoted a sustained increase in NODAL levels and SMAD2 phosphorylation. In addition, CH treatment along with SB431542, which is an inhibitor of ALK5, ALK4, and ALK7, reduced SMAD2 phosphorylation (Funa et al., 2015; Kozmikova and Kozmik, 2020; Lian et al., 2012). These results provided evidence of the cross talk between canonical Wnt signaling and Nodal/TGF- $\beta$  signaling.

We next hypothesized that enhancing endogenous Nodal signaling with other small molecules could further promote CH-induced DE differentiation. BMP signaling is a parallel pathway for Nodal/TGF- $\beta$  signaling and has been reported to contribute to preimplantation development in both human and mouse (Coucouvanis and Martin, 1999; De Paepe et al., 2019). Since the BMP and Nodal pathways are competitive in SMAD4 recruitment, we assumed that Nodal signaling could be upregulated by blocking the BMP pathway, and this in turn would enhance DE differentiation. Therefore, we applied dorsomorphin (DM), an inhibitor of the BMP ALK2 receptor, together with CH to promote DE differentiation (Figure 2B). It turned out that DM addition led to an increase in the FOXA2<sup>+</sup>SOX17<sup>+</sup> DE population with up to 87% efficiency in H9 and H1 cells based on dual expression of SOX17 and FOXA2, two markers of DE (Figures 2C–2E). Moreover, inhibition of BMP signaling also enhanced DE

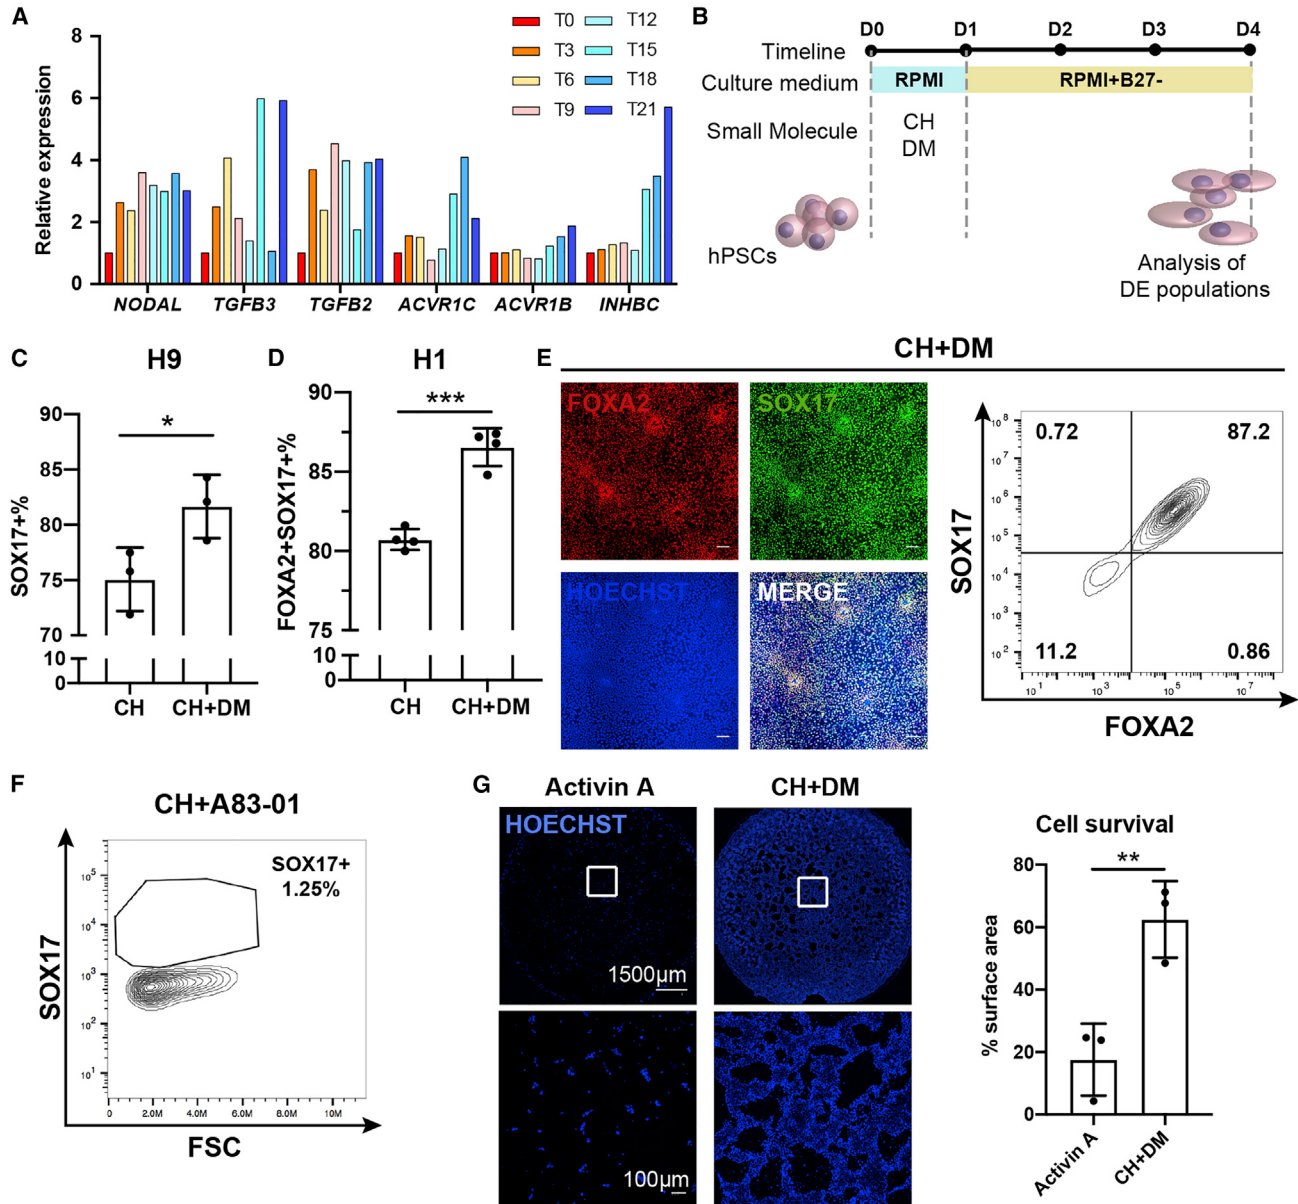

**Figure 2. BMP inhibition enhances CH-induced DE differentiation**

(A) Human iPSC 19-9-11 cells treated with CH in RPMI were collected for RNA sequencing every 3 h for 21 h. Relative expression of selected TGF- $\beta$  signaling-related genes is shown.

(B) Schematic of protocol for differentiation of hPSCs to DE cells via treatment with small molecules (CH and DM).

(C and D) Wild-type H9 cells (C) or *OCT4-GFP* H1 cells (D) were treated with CH alone or with CH plus DM as indicated in (B). On day 4 of differentiation, the cells were analyzed for FOXA2 and SOX17 expression by flow cytometry. Error bars represent SD of four independent experiments. \* $p < 0.05$ , \*\*\* $p < 0.001$ ; Student's *t* test.

(E) Representative images of immunostaining and plot of flow cytometry against FOXA2 and SOX17 on day 4 under CH plus DM condition. Scale bar, 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

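The data are 8 RNA-seq libraries of the human iPSC line 19-9-11, 1 per time point at 0, 3, 6, 9, 12, 15, 18 and 21 h of treatment with 6 μM CH in RPMI. Conditions were taken from the sample labels and the legends of Figure 2A and Fig. S3, which give the same times. The labels name the 0 h sample a control and give mTeSR1 as the growth medium.

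The authors trimmed the single reads of 100 nt and mapped them to hg19 with HISAT2. For each gene the authors deposited read counts, made with the script rpkmforgenes on RefSeq transcripts over the full transcript, without normalization and with no strand option. Stretches shared by genes of different names were left out. The authors also deposited RPKM values from the same script, normalized to transcript length and to all reads on genes. The genes that the paper's 10-read minimum removes are still listed. Counts were used for tests and intervals, and RPKM for relative expression, principal components and correlations.

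From the counts, trends with time were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM normalization, time in hours as a linear covariate) in R 4.3.3, for genes with at least 10 reads in at least 1 library. P-values were adjusted with the Benjamini-Hochberg method, and the threshold was 0.05. The standard error given for a slope is the slope divided by the square root of its F statistic. The test was checked on simulated counts of 17087 genes drawn from the real means and library sizes: of 200 genes with many reads, given a slope of 0.1 log2 units per h up or down, with a biological coefficient of variation of 14.1% for all genes, it called 200, with 9 unchanged genes among the calls (4.31%). In the real libraries the common biological coefficient of variation was 21.8%. This spread is the scatter about a line in time and not a spread between replicates, which the design does not have. The simulation does not show whether the test can find slopes as small as that of NODAL (0.039), or slopes of genes with few reads.

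From the RPKM, relative expression was computed as the ratio to the 0 h library. The 95% intervals of ratios came from the counts of 2 libraries (exact conditional binomial, Clopper-Pearson, scipy 1.17.1 in Python 3.11.15). A fold against a library with 3 reads or fewer was computed against 3 reads as a lower bound. Correlations with time were tested by exact permutation over all 40320 pairings of 8 libraries (720 pairings of 6 libraries). Principal components and correlations between libraries used log2(RPKM + 1). For 8 gene sets listed before the data were examined, the median change from 0 h was set beside 10000 random sets of the same size matched on mean expression in 20 bins. Genes of a set that had fewer than 10 reads in every library were left out.

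The depth was 15103032 to 32304954 reads on genes per library, with a median of 23059455.5. Ratios of genes with a few reads are therefore known only within several-fold, while counting error is small for NODAL, which has at least 2224 reads in each library.

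The alternatives were fixed before the data were examined: DESeq2 1.42.0 (Wald test), limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), DESeq2's size factors or library size alone in place of TMM, no filter or a filter on every library, 4 early against 4 late libraries, log2(time + 3 h), and each library left out in turn. For values without a test they were TMM-normalized counts, DESeq2's size factors, counts scaled to library size with 0.5 reads added, other pseudocounts, other filters, Spearman's correlation and principal components without scaling. The genes named in the text were chosen by a rule set before the data were examined: the genes of Figure 2A, Table S1 and the gene sets, and the 5 genes with the largest positive and the 5 with the largest negative slope among those past the threshold with at least 100 reads in 1 library. Not every gene that this rule selects is reported here, and the genes of the sets are given mostly as medians of their set.

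Gene positions of Figure 2A are from GENCODE v44 on GRCh38 and not from the authors' hg19 mapping. GC content and transcript length for a check of the trends came from the same annotation, in which 15323 of the 17087 tested genes (89.7%) had a value. Figures were drawn with matplotlib 3.10.9. The 14-day RNA-seq experiment, flow cytometry, imaging and insulin assays of the paper were not analysed here.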

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

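The tests on scaling, depth, labels and medium in this part were chosen after the result was seen, and the test on Wnt target genes before. The paper reports 6 genes of Figure 2A and 31 ligand genes of Table S1 from these libraries. Among 74 other genes in the gene sets listed before the data were examined, 6 were at least 4-fold higher in every treated library than at 0 h, a threshold chosen after their values were seen, with the 0 h library taken as no fewer than 3 reads. The smallest fold over the 7 treated libraries was at least 701 for SP5 (2 reads at 0 h), 84.7 for EOMES (15 reads), at least 46.9 for T, which encodes Brachyury (2 reads), at least 8.90 for CDX1 (0 reads), 7.10 for RNF43 (19 reads) and 4.07 for HHEX (7 reads). SP5 had an RPKM of 0.039 at 0 h, 44.9 at 3 h and 91.5 at 21 h, and EOMES 0.156, 16.4 and 43.8. T rose more slowly, from 0.034 at 0 h to 2.15 at 3 h and 45.9 at 21 h.

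Technical explanations were weighed first. With TMM scaling in place of the authors' scaling, the smallest of the 6 folds was 4.09. With the reads of each library thinned at random to 15103032, so that depth no longer differed, it was 3.75, which is under 4 but above 1. The first principal component followed time with r of 0.989 without the 0 h and 21 h libraries, which bears on the order of the libraries from 3 to 18 h only. All 6 folds are relative to the 0 h library, whose label this test does not address. Whether the rise comes from CH or from the change of medium could not be tested, with 0 libraries in RPMI without CH, and the pattern cannot be told apart from that explanation. A candidate explanation is a response to Wnt pathway activation: the 11 expressed Wnt target genes, a listed set that includes SP5 and RNF43, had a median change of 0.54 log2 units at 3 h, higher than all 10000 matched random sets (percentile 100). With 1 library per time point this describes these libraries.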

How the results depend on the processing

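Of 428 values computed under alternatives set before the data were examined, 375 kept their direction and their side of the threshold or stayed within their margin. The cause of the changes below was not tested. No paired analysis was possible because each time point has 1 library.

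The number of genes with a time trend was 3258 (1533 rising, 1725 falling), and 5647 genes had an unadjusted p under 0.05. It was 1942 (902 rising, 1040 falling) for 4 early against 4 late libraries, and 4069 with DESeq2. Across the 8 fits that each left out one library it ranged from 1925 to 4585 genes, with 854 to 2349 rising and 1071 to 2236 falling. The split depended on the scaling: 47.1% of the genes were rising with TMM, against 67.7% (2339 rising, 1115 falling) with library size only, 71.6% (2515 and 997) with limma on log2(RPKM + 1) and 70.8% (2408 and 991) on log2(RPKM + 0.1). The median gene's RPKM was 0.18 log2 units higher at 21 h than at 0 h, a shift that TMM takes out. The direction of genes with small slopes is therefore relative to the scaling. The 10 genes with the largest slopes kept their direction in all 162 alternatives computed for them. Those with fewer than 10 reads in at least 1 library have no value under the filter on every library. T was no longer past the threshold for early against late libraries.

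NODAL, not past the threshold in the linear trend, was past it with log2(time + 3 h), where its slope was 0.41 log2 units per doubling (adjusted p 0.036; 0.058 to 0.518 in the other alternatives that kept all 8 libraries). INHBC, past it in the linear trend, was not for early against late libraries (difference 1.35, adjusted p 0.134) or with log2(time + 3 h) (slope 0.73, adjusted p 0.094). Across the 8 fits that each left out one library, the slope of INHBC ranged from 0.092 to 0.123 per h, and it was not past the threshold in 6 of them. INHBC has fewer than 10 reads in at least 1 library, so the filter on every library gave no value for it, nor for TGFB3 and TGFB2. The slope of TGFB2 ranged from -0.0053 to 0.053 over the fits with one library left out, and was negative without the 0 h library. Without the 0 h and 21 h libraries, Pearson's r with time was -0.062 for TGFB3 and -0.064 for TGFB2, Spearman's rho of TGFB3 was -0.371, and INHBC, with r of 0.839, was no longer past the threshold.

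The ratio of NODAL at 21 h was 3.01 from RPKM, 2.62 with TMM-normalized counts and 2.62 with DESeq2's size factors, and that of ACVR1B was 1.88, 1.64 and 1.65. The shares of variance of PC1, PC2 and PC3 were 35.9%, 23.1% and 14.0% with log2(RPKM + 0.1), 46.9%, 21.0% and 10.6% when centred only, 37.8%, 24.7% and 14.1% with at least 10 reads in every library, and 32.9%, 21.5% and 14.0% without a filter. The lowest and highest correlations between libraries were 0.943 and 0.985 with log2(RPKM + 0.1), 0.95001 and 0.988 with Spearman's correlation, 0.952 and 0.993 with at least 10 reads in every library, and 0.973 and 0.993 without a filter. For the gene sets listed before the data were examined, all 36 values kept their direction and their side of the threshold. The Nodal targets without LEFTY1 and LEFTY2, a set formed after the result was seen and not among the 36, changed sign with log2(RPKM + 0.1), from -0.06 to 0.08 log2 units (percentile 27.9). Low depth limits TGFB3, TGFB2, ACVR1C and INHBC, which have at most 49 reads in any library.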

Differences from the paper's values

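The lowest correlation between libraries is about 0.92 in Fig. S3B, read by eye from the paper's colour scale, between 0 h and 18 h, against 0.960 for the same pair here. None of the alternatives set before the data were examined closed the gap. The lowest correlation was 0.943 with log2(RPKM + 0.1), 0.95001 with Spearman's correlation and 0.952 with at least 10 reads in every library. Without a filter it was 0.973. A smaller gap is in the share of variance of PC2, about 27% in Fig. S3A against 23.1% here. The largest PC2 share among the alternatives was 24.7%. PC1 and PC3 are closer, at about 37% and 14% there against 36.0% and 14.0% here.

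The paper states that NODAL, TGFB3 and TGFB2 rose significantly after CH treatment. Here the adjusted p of their trend with time was 0.175, 0.496 and 0.643 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A linear trend tests a steady change with time, whereas the paper's statement is about treated against untreated cells. With 1 untreated library, a step from 0 h has no replicate check. NODAL was past the threshold of 0.05 with log2(time + 3 h) in place of time (adjusted p 0.036), and no alternative set before the data were examined brought TGFB3 or TGFB2 past it. By counting error alone, which compares libraries and not conditions, the intervals of the ratio to 0 h lay above 1 at 7 of 7 treated time points for NODAL, 3 of 7 for TGFB3 and 5 of 7 for TGFB2.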

Other observations

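The gene sets, the prediction for each of the first 4 tests on them and the test on reordered time points were set before the data were examined. The tests on depth, GC content and length, early against late libraries, the share of the most counted genes, LEFTY1 and LEFTY2, the 9 h and 18 h peaks and cytoskeletal genes were chosen after the result was seen.

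Over all 8 libraries, 3258 of 17087 genes had a trend with time (1533 rising, 1725 falling, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of 100 orders of the time points, the real one included, only the real 1 gave as many genes, the largest number from another order being 1507. For 4 early against 4 late libraries, only 1 of the 35 splits, the real one, gave as many as 1942 genes. Depth also differed between early and late libraries. With every library thinned to 15233942 reads, 3232 genes were called and 3040 of the 3258 were found again. In another check, smooth curves on GC content and transcript length were taken out of each library. Of the called genes that have these values, 97.6% were found again, among 4199 calls. Without this correction the genes that have these values gave 2993 calls, so the overlap was taken with a longer list. The steepest rising genes were WNT8A (0.41 log2 units per h, adjusted p 1.1e-04), GABRB2 (0.31, adjusted p 6.0e-04), T (0.27, adjusted p 0.0031), CDX1 (0.27, adjusted p 0.0010) and WLS (0.26, adjusted p 9.6e-08). Among the steepest falling genes were NPPB, with a slope of -0.68 (adjusted p 1.8e-05), CH25H (-0.38, adjusted p 9.4e-05), GALR1 (-0.31, adjusted p 2.1e-04) and GNA15 (-0.31, adjusted p 0.0011). Whether these trends come from CH or from time in RPMI cannot be told, with 0 libraries in RPMI without CH.

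The higher median RPKM at 21 h did not come from the 100 most counted genes taking reads from the others. The log2 shift between RPKM and TMM scaling was 0.16 with all genes and 0.18 when those genes were left out of the totals. With 10 times as many of the most counted genes left out it was 0.099, so a broader set of highly counted genes accounts for part of it.

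In these libraries NODAL was higher from 3 h on, with no clear slope afterwards. Its ratio was already 2.63 at 3 h, and 3.01 at 21 h, and without the 0 h library its slope was 0.0052 log2 units per h (adjusted p 0.757, against 0.058 to 0.518 in the alternatives with all 8 libraries and one call at 0.036).

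If more NODAL transcript acted through SMAD2/3, and its target genes had no other input, they would be higher at 21 h. The set of 8 listed targets had a median change of -1.09 log2 units at 21 h, lower than all 10000 matched random sets (percentile 0), with 3 genes higher and 5 lower both from RPKM and from TMM-normalized counts. LEFTY1 and LEFTY2 can share reads. Without them the median change was -0.06 and the percentile 13.4, and with log2(RPKM + 0.1) it was 0.08 (percentile 27.9), so its direction depended on the pseudocount. This median lies between 3 higher and 3 lower genes. SMAD7 and CER1, with ratios of 0.1505 and 0.233 at 21 h, fell more than LEFTY2, so the fall is not confined to LEFTY1 and LEFTY2. In neither form was the set higher than matched sets at 21 h. At 3 h, when NODAL was already 2.63-fold higher, the 8 listed targets were neither raised nor lowered as a set. Their median change there was -0.02 log2 units (percentile 53.5, 4 higher and 4 lower). Transcript levels do not show SMAD2/3 phosphorylation, which was not measured in these libraries. The medium also changed from mTeSR1 to RPMI when CH was added, and no library was kept in RPMI without CH. A fall from 0 h could therefore come from the medium, so this test cannot decide whether NODAL acted through SMAD2/3. In the paper, the Nodal pathway inhibitor A83-01 severely blocked DE differentiation by CH.

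Averaged over 9 h and 18 h, 8 of 8 Nodal targets were higher than at the neighbouring times (median 0.50 log2 units), a pattern noticed in these data. NODAL itself was also higher than at its neighbours, by 0.39 log2 units at 9 h and 0.25 at 18 h. At 18 h alone GSC was lower than at its neighbours, by 0.43 log2 units. If this were a shared response of SMAD2/3 target genes, 12 other targets, listed before they were looked at, would show it. Their median was 0.05 log2 units, at percentile 88.2 of matched random sets, short of the upper bound set for the test.

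The FGF/ERK targets had a median change of -0.28 log2 units at 3 h (8 of 12 lower, percentile 3.57), which did not pass the 2.5 set for an effect of the change of medium from mTeSR1 to RPMI, and -0.56 at 21 h (percentile 0.01, 9 of 12 lower, 10 of 12 with TMM-normalized counts). The 14 cholesterol synthesis genes had a median change of 0.38 at 3 h and 0.32 at 21 h (percentile 99.4), past the upper bound set for the same change of medium. Of these, 10 of 14 were higher at 21 h from RPKM and 8 of 14 with TMM-normalized counts. The rise is consistent with a change of medium, but CH was added at the same time and the 2 cannot be separated. The 7 expressed BMP targets had a median change of -1.08 at 21 h (percentile 0, 4 of 7 lower), while the ligand BMP4 was 3.05-fold higher.

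The other sets listed before the data were examined also changed by 21 h. The median change was 2.05 log2 units for 11 primitive streak genes (percentile 100, 10 of 11 higher) and 1.51 for the 5 expressed definitive endoderm genes (percentile 99.99, 3 of 5 higher). It was -0.62 for 8 pluripotency genes (percentile 0.03, 7 of 8 lower, 8 of 8 with TMM-normalized counts). SOX17 and GATA6 are also on the definitive endoderm list, but had fewer than 10 reads in every library and were left out. SOX17 had 3 reads at 9 h and 0 in every other library, so a rise of SOX17 was not seen. The 2 lower endoderm genes were CXCR4 and CER1, with ratios of 0.381 and 0.233 at 21 h.

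Cytoskeletal genes were seen to fall with time. If they fell as a shared programme of SRF and YAP target genes, 20 other targets, listed before they were looked at, would fall too. At 21 h, 19 of 20 were lower from RPKM and 20 of 20 with TMM-normalized counts, with a median change of -1.20 log2 units (percentile 0), and at 3 h 18 of 20 were lower (median -0.41). With TMM-normalized counts the percentile was 0 as well. Without the actin, tropomyosin, myosin and calponin genes, which have relatives that can share reads, 11 of 11 genes were lower (median -1.42, percentile 0). Lower SRF or YAP activity may explain this fall, as a hypothesis found and tested on the same libraries. It cannot be told apart from an effect of the change of medium, with 0 libraries in RPMI without CH.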
